# Identifying deer antler *uhrf1* proliferation and *s100a10* mineralization genes using comparative RNA-seq

**DOI:** 10.1186/s13287-018-1027-6

**Published:** 2018-10-31

**Authors:** Dai Fei Elmer Ker, Dan Wang, Rashmi Sharma, Bin Zhang, Ben Passarelli, Norma Neff, Chunyi Li, William Maloney, Stephen Quake, Yunzhi Peter Yang

**Keywords:** Deer antler, Bone regeneration, Comparative RNA-seq, *uhrf1*, *s100a10*

## Abstract

**Background:**

Deer antlers are bony structures that re-grow at very high rates, making them an attractive model for studying rapid bone regeneration.

**Methods:**

To identify the genes that are involved in this fast pace of bone growth, an in vitro RNA-seq model that paralleled the sharp differences in bone growth between deer antlers and humans was established. Subsequently, RNA-seq (> 60 million reads per library) was used to compare transcriptomic profiles. Uniquely expressed deer antler proliferation as well as mineralization genes were identified via a combination of differential gene expression and subtraction analysis. Thereafter, the physiological relevance as well as contributions of these identified genes were determined by immunofluorescence, gene overexpression, and gene knockdown studies.

**Results:**

Cell characterization studies showed that in vitro-cultured deer antler-derived reserve mesenchyme (RM) cells exhibited high osteogenic capabilities and cell surface markers similar to in vivo counterparts. Under identical culture conditions, deer antler RM cells proliferated faster (8.6–11.7-fold increase in cell numbers) and exhibited increased osteogenic differentiation (17.4-fold increase in calcium mineralization) compared to human mesenchymal stem cells (hMSCs), paralleling in vivo conditions. Comparative RNA-seq identified 40 and 91 previously unknown and uniquely expressed fallow deer (FD) proliferation and mineralization genes, respectively, including *uhrf1* and *s100a10*. Immunofluorescence studies showed that *uhrf1* and *s100a10* were expressed in regenerating deer antlers while gene overexpression and gene knockdown studies demonstrated the proliferation contributions of *uhrf1* and mineralization capabilities of *s100a10*.

**Conclusion:**

Using a simple, in vitro comparative RNA-seq approach, novel genes pertinent to fast bony antler regeneration were identified and their proliferative/osteogenic function was verified via gene overexpression, knockdown, and immunostaining. This combinatorial approach may be applicable to discover unique gene contributions between any two organisms for a given phenomenon-of-interest.

**Electronic supplementary material:**

The online version of this article (10.1186/s13287-018-1027-6) contains supplementary material, which is available to authorized users.

## Background

Deer antlers can account for 28% of the skeletal body weight [1, 2] and are the only known example of a mammalian tissue that regenerates rapidly, easily producing 10 kg or more of bone tissue within a relatively short period of 2 to 3 months [1–7]. Although deer antlers and human bone develop via intramembranous and endochondral modes of ossification [3, 4, 6, 7], deer antlers can grow up to 2 cm per day [3], which sharply contrasts with human femur bone, which grows at 2 cm per year during puberty [8]. Thus, if the molecular components that are involved in this process can be elucidated, this knowledge is expected to advance our understanding of the mammalian bone regeneration and holds promise for rapidly generating large bone volumes for skeletal tissue engineering.

Despite previous efforts [3, 4, 6, 7, 9–20], genes involved in fast antler regeneration remain poorly studied, and functional demonstration of their role(s) in proliferation and bone differentiation is lacking. For example, prior transcriptomic studies of deer antler tissues employed mouse microarrays [12], cDNA-amplified fragment length polymorphism (cDNA-AFLP) [15], or RNA-seq [18–20], but efforts to identify and characterize gene contributions to rapid deer antler growth have been hindered by logistical and technical issues. Such limitations include cross-species hybridization [12], sequence variation [21], the overwhelming number of candidates in transcriptomic datasets [12, 18–20], and the presence of complex spatial and temporal variables among tissue samples [12, 15, 18–20]. Indeed, one of the foremost challenges when working with transcriptomics datasets is determining which detected genes play a role in proliferation, skeletal differentiation, or a completely unrelated cellular process. Thus, previous transcriptomic studies to date have been limited to gene expression profiling with little-to-no characterization of gene contribution to antler proliferation or differentiation.

In this study, we hypothesized that an in vitro comparison of fallow deer (FD) and human RNA-seq data could circumvent several of the aforementioned challenges in identifying FD antler proliferation and mineralization genes. This was based on our reasoning that the fast pace of deer antler regeneration must stem, at least in part, from the rapid proliferation and differentiation of skeletal progenitors. Thus, a comparison of differentially expressed genes obtained from FD- or human-derived cells cultured under identical control and treatment group conditions would eliminate complex in vivo spatial and temporal variables while simplifying bioinformatics analysis to identify proliferation and mineralization gene candidates uniquely expressed in deer (Additional file 1: Figure S1; Additional file 2). Human mesenchymal stem cells (hMSCs) were selected to be compared against as they are a clinically promising therapeutic target for cell-based regenerative medicine [22]. In deer, antlers regenerate from skeletal progenitors found in the periosteum of the cranial appendages called pedicles (pedicle periosteum; PP), which, in turn, generate reserve mesenchyme (RM) cells of the growing antler tip that eventually differentiate into chondrocytes and mineralizing bone cells (Additional file 1: Figure S2) [3, 4, 6, 7]. Based on this, skeletal progenitors were collected from fallow deer (FD) facial periosteum (FP; as a non-antler-derived control), PP, and RM tissues to determine a suitable cell type for comparison with hMSCs. Subsequently, RNA-seq was performed, and genes whose expression were unique to FD antler progenitors were identified based on subtraction analysis between FD and human datasets. Lastly, the function and physiological relevance of these identified genes were determined by immunofluorescence, gene overexpression, and gene knockdown studies.

## Results

### Characterization of deer antler-derived cells

In this study, cell characterization studies were performed on FD- and human-derived skeletal progenitors to establish an in vitro model for comparative RNA-seq. Of the cells collected, RM cells exhibited the highest alkaline phosphatase (ALP) activity in the presence of osteogenesis-inducing bone morphogenetic protein-2 (BMP-2; Fig. 1a) while surprisingly, FP and PP cells cultured under mineralization conditions with BMP-2 and dexamethasone for 24 days exhibited little-to-no positive Alizarin Red S staining for calcium deposits (Fig. 1b). Also, fluorescence-activated cell sorting (FACS) analysis and immunofluorescence staining indicated that in vitro-cultured RM cells were similar to their in vivo counterparts [16, 17], with a majority (99.3%) of RM cells expressing ALP and a small subset (5.2%) expressing STRO-1 (Fig. 1c). Together, these studies indicated that in vitro-cultured RM cells were ideal models of deer antler skeletal progenitors for comparison with hMSCs.

**Fig. 1:**
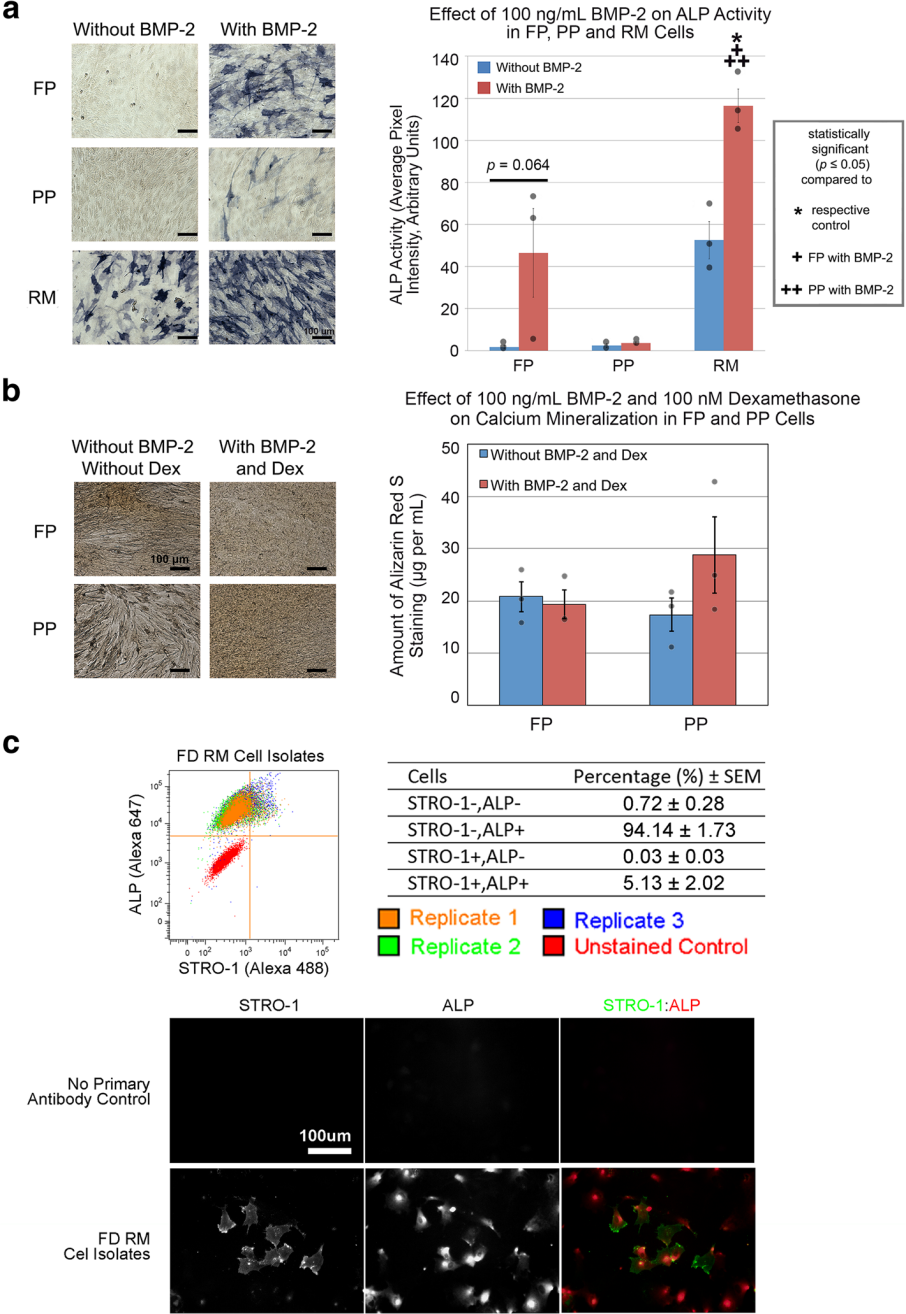
Characterization of in vitro-cultured FD-derived cells. **a** FP and RM cells (isolate 2) cultured with 100 ng/mL BMP-2 for 6 days exhibited increased ALP activity relative to their respective control whereas PP cells (isolate 2) did not. Semi-quantification of ALP activity in FP, PP, and RM cells. **b** FP and PP cells (isolate 2) cultured with 100 ng/mL BMP-2 and 100 nM dexamethasone for 24 days did not exhibit increased Alizarin Red S staining relative to their respective control. Quantification of Alizarin Red S staining in FP and PP cells. **c** FACS analysis of RM cells. The percentage of cells that were negative for STRO1 and ALP, negative for STRO1 but positive for ALP, negative for ALP but positive for STRO1, and positive for both STRO1 and ALP were 0.28–1.25%, 91.83–97.53%, 0.004–0.10%, and 1.20–7.89%, respectively. STRO1 and ALP immunofluorescence staining in RM cells. Green, STRO1-positive cells. Red, ALP-positive cells. Scale bars as indicated. Data were from *n* = 3 isolates (three independent experiments with nine replicates per isolate for ALP and mineralization studies and one independent experiment with three replicates per isolate for FACs studies). Gray circles indicate observed data points. Error bars indicate standard error of mean or SEM. Statistical significance as indicated

### Establishment of an in vitro model that compares deer antler-derived RM cells and hMSCs

Prior to performing RNA-seq, it was necessary to characterize in vitro-cultured RM cells and hMSCs to determine if there is sharply differential osteogenesis in vitro which may reflect the significant bone growth difference in vivo. Successful demonstration of this phenomenon in vitro would thus justify its use for comparative RNA-seq. Proliferation studies involving cells grown in three different mammalian culture media for 6 days demonstrated that RM cells exhibited increased growth relative to hMSCs. RM cells yielded 10.7–45.3 × 10^4^ cells with a doubling time of 17.9–24.7 h whereas hMSCs yielded 1.2–3.9 × 10^4^ cells with a doubling time of 37.8–60.1 h (Fig. 2a; Bartmann et al. [23] and Schallmoser et al. [24]). As such, RM cells yielded 8.6–11.7-fold increase in cell numbers and 2.1–2.4-fold less doubling time compared to hMSCs when controlled for medium formulation (Fig. 2a). Cell cycle analysis showed similar results with a larger percentage of RM cells undergoing cell division relative to hMSCs (Fig. 2b). Differentiation studies demonstrated that RM cells did not undergo adipogenic differentiation but underwent chondrogenesis and osteogenesis (Fig. 2c–e). In osteogenic gene expression studies, RM cells (isolate 2) cultured in the presence for BMP-2 for 6 days showed high upregulation of typical osteogenic genes such as *alkaline phosphatase* (*alp*), *osteocalcin* (*ocn*), *osteoblast-specific factor-1* (*osf-1*), and *runt-related transcription factor-2* (*runx2*) relative to control by 651.1-fold, 1.9-fold, 42.8-fold, and 557.5-fold, respectively (Fig. 2d). In osteogenic mineralization studies, control groups for RM cells and hMSCs (cultured in the absence of BMP-2 and dexamethasone) exhibited 28.0 μg/mL and 39.6 μg/mL Alizarin Red S stain, respectively, whereas treatment groups for RM cells and hMSCs (cultured in the presence of BMP-2 and dexamethasone) exhibited 1702.2 μg/mL and 98.0 μg/mL Alizarin Red S stain, respectively (Fig. 2e). Remarkably, even though identical culture conditions were used, RM cells and hMSCs demonstrated a 62.3-fold and 1.9-fold increase, respectively, in calcium mineralization relative to their respective controls, with RM cells demonstrating 17.4-fold increased levels of calcium mineralization compared to hMSCs despite similar baseline levels in the control groups (Fig. 2e). In addition, RM cells showed 2.0–18.1-fold increase over hMSC-mediated calcium mineralization despite a 5-fold decrease in BMP-2 concentration, as well as 3.1-fold increase in calcium mineralization over hMSC-like C3H10T1/2 cells despite a 1.6-fold longer cell doubling time (Fig. 2; Additional file 1: Figure S3; Ker et al. [25]). Thus, the sharply contrasting proliferation and mineralization capabilities of RM cells and hMSCs justified the use of this in vitro model and were expected to identify genes that orchestrate the differential growth and mineralization rates observed between deer antlers and human bone.

**Fig. 2:**
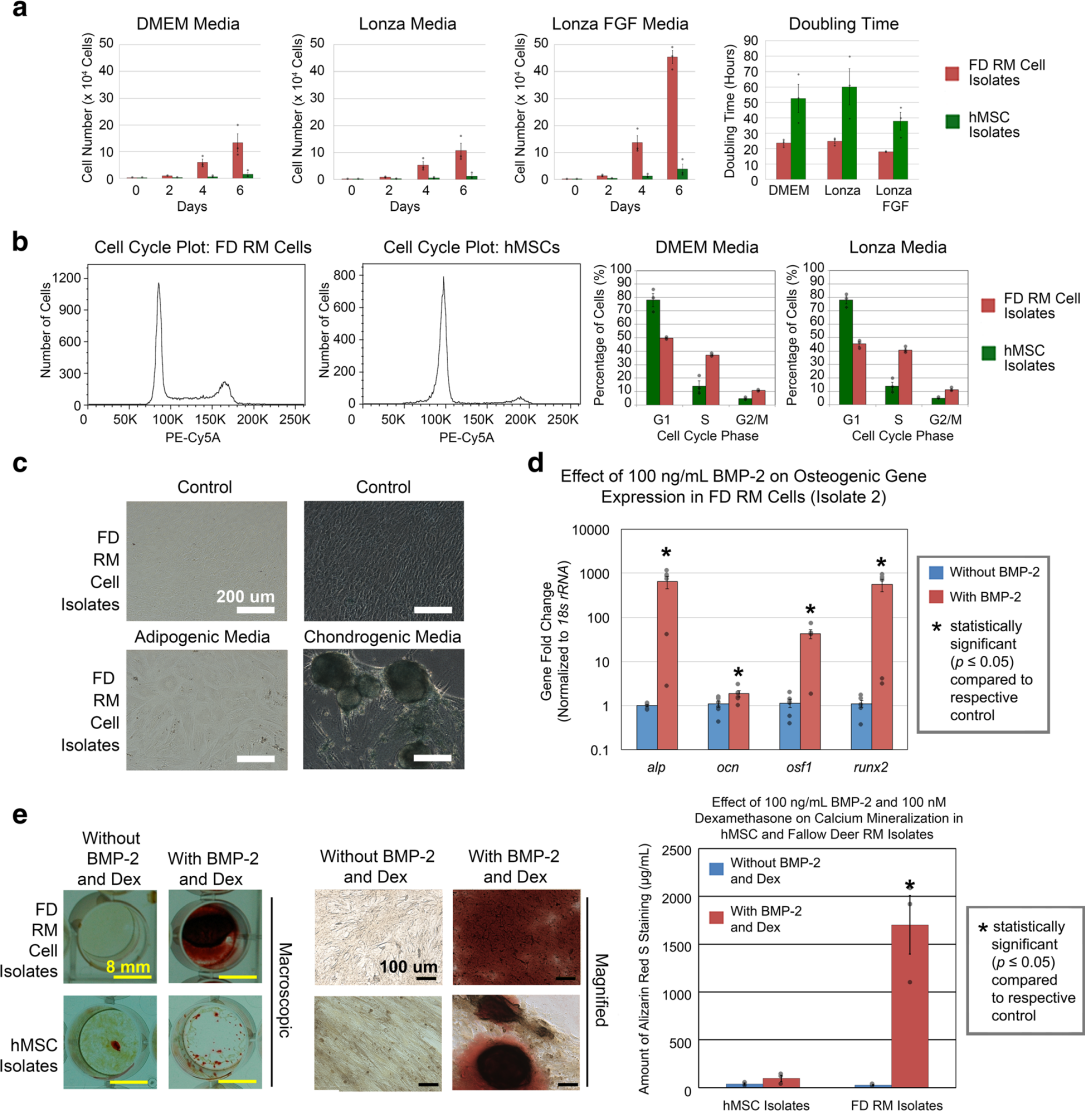
RM cells exhibit increased proliferation and osteogenic differentiation compared to hMSCs. **a** RM cells exhibited increased proliferation relative to hMSCs. **b** Cell cycle analysis showed an increased proportion of RM cells undergoing cell division relative to hMSCs. **c** RM cells were capable of chondrogenic but not adipogenic differentiation. **d** RM cells (isolate 2) cultured with 100 ng/mL BMP-2 for 6 days exhibited increased osteogenic gene expression relative to their respective control. **e** RM cells cultured with 100 ng/mL BMP-2 and 100 nM dexamethasone for 24 days exhibited increased Alizarin Red S staining relative to hMSCs. Scale bars as indicated. Data were from *n* = 3 isolates (three independent experiments with nine replicates per isolate for proliferation and chondrogenic, adipogenic, and mineralization studies and one independent experiment with three replicates per isolate for cell cycle studies) or *n* = 1 isolate (two independent experiments with six replicates for osteogenic gene expression studies). Gray circles indicate observed data points. Error bars indicate SEM. Statistical significance as indicated

### Identification of deer antler proliferation and mineralization genes using comparative RNA-seq

To identify the proliferation and mineralization genes that contribute to the fast growth and differentiation observed in our in vitro model, we focused our attention on uniquely expressed genes in RM cells. This was achieved by independently comparing RNA-seq data of RM cells (isolate 2) and hMSCs (isolate 24268) under proliferation (control group, 0% serum; treatment group, 10% serum) as well as mineralization (control group, 0 ng/mL BMP-2 and 0 nM dexamethasone; treatment group, 100 ng/mL BMP-2 and 100 nM dexamethasone) conditions (Figs. 3 and 4). 

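RNA from 16 cultures was sequenced as paired-end reads, with 2 replicates for each condition. RM cells are reserve mesenchyme cells from regenerating fallow deer antler and hMSCs are human mesenchymal stem cells, and a single isolate of each was used. Proliferation cultures were harvested after 2.5 days in 0% or 10% serum. Mineralization cultures were harvested after 24 days in 10% serum with or without BMP-2 and dexamethasone. The authors aligned RM cell reads to the bovine genome (bosTau7) and hMSC reads to the human genome (hg19) with STAR, then assembled transcripts and tested genes with the Cufflinks package. The 4 deposited tables each hold 1 comparison, with an FPKM value pooled over the 2 replicates of each condition, a test statistic, a p-value and a q-value for each gene row. No replicate values were used here, so no SD is given, and the error of a fold change was taken from the authors' test statistic and is approximate for a single gene. Log2 fold changes were recomputed from the 2 FPKM values. A gene was called differentially expressed at p and q of at most 0.05, as in the paper's methods. By this rule the calls were the same rows as the authors' calls in each of the 4 tables, from 1337 rows in hMSC mineralization to 1786 in hMSC proliferation. Gene symbols were matched between the cow and human annotations by name in upper case. Values of the 2 cells come from different genomes, annotations and tables, so levels were compared only within a table.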

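The supplement lists the reads of each library. The 4 RM cell proliferation libraries had 82718148 to 96387778 reads and the 4 hMSC proliferation libraries had 76781962 to 99716096. The RM cell libraries made up 93.7% of a lane when their lane shares were added, and the hMSC libraries 96.9%. The tables hold 35431 tested gene rows for RM cells and 16900 for hMSCs. The median log2 fold change of tested rows, on the log2(FPKM + 1) scale, was 0.03 in RM cells and -0.02 in hMSCs.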

RNA-seq proliferation samples were sequenced to 76,781,962–99,716,096 reads per library with replicates showing a strong correlation of gene expression under serum-free and serum-containing conditions (Fig. 3a and Additional file 1: Table S1). As expected of a non-model organism, a larger percentage of unannotated genes was present in FD (36%) compared to human (8%) RNA-seq data (Fig. 3a). Despite this, Ingenuity Pathway Analysis (IPA) of annotated transcripts showed similar activation of proliferation-associated pathways such as *mitotic roles of polo-like kinase* as well as the expression of typical proliferation genes such as *cdk1*, *rrm1*, *cdc7*, *aurka*, and *plk4* in both datasets (Fig. 3a). 

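In 10% serum, 752 gene rows were called higher and 967 lower in RM cells, against 877 higher and 909 lower in hMSCs. Rows without a gene name made up 621 of the 1719 calls in RM cells (36.1%, Wilson 95% confidence interval 33.9% to 38.4%). In hMSCs they made up 136 of 1786 calls (7.61%, interval 6.47% to 8.94%). The odds ratio between the cells was 6.86 (Fisher's exact test, two-sided, p = 6.95e-99). Unannotated rows were also 62.9% of the tested rows in RM cells and 17.8% in hMSCs. Of the settings tried, a minimum fold of 2 moved the number of calls most, to 1143 in RM cells and 452 in hMSCs.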

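In RM cells, *cdk1* rose from 19.9 to 149 FPKM in the authors' deposited table, a log2 fold change of 2.91 (standard error 0.28), and in hMSCs by 4.88 (standard error 0.54). The RM cell table splits *cdk1* over 4 rows, of which the row with the highest FPKM is given. The log2 fold change of *rrm1* was 1.73 in RM cells and 1.07 in hMSCs, that of *cdc7* was 1.35 and 1.25, and that of *plk4* was 2.04 and 2.97. All of these were called. In hMSCs *cdk1* and *plk4* started at 0.347 and 0.442 FPKM in 0% serum in the authors' deposited table, near the floor. With 1 added to each FPKM, the log2 fold change of *cdk1* was 2.847 in RM cells and 3.056 in hMSCs. That of *plk4* was then 1.915 and 1.634, so its order between the cells depends on this setting. In hMSCs *aurka* rose by 3.45 (standard error 0.23). In RM cells the *aurka* row with the highest FPKM fell from 88.0 to 16.1 FPKM in the authors' deposited table, a log2 fold change of -2.45 (standard error 0.71), while a second *aurka* row in the same interval of bosTau7 (chromosome 13, 59867722 to 60184789) rose by 2.61 and was not called. That interval also holds *fam210b*, so reads of overlapping genes are not separated with certainty. Of 39 genes listed for the mitotic roles of polo-like kinase and tested in RM cells, 10 were called higher, against 455 of 8619 symbols overall (odds ratio 6.30, Fisher's exact test, two-sided, adjusted p = 4.85e-05). In hMSCs 13 of 42 were called higher (odds ratio 6.79, adjusted p = 2.77e-06 by the same exact test). Adjustment was by Benjamini-Hochberg over 28 set tests, on gene lists that approximate the named terms.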

Correspondingly, gene ontology analysis showed upregulation of the processes associated with proliferation including mitotic checkpoints and chromosome condensation (Fig. 3b). Also, RNA-seq mineralization samples were sequenced to 62,601,720–86,750,048 reads per library with replicates showing a strong correlation of gene expression under non-mineralization and mineralization conditions (Fig. 4a and Additional file 1: Table S2). 

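Of 40 spindle checkpoint and kinetochore genes tested in RM cells, 16 were called higher in 10% serum and 0 lower (Fisher's exact test, two-sided, adjusted p = 3.05e-10). In hMSCs 24 of 45 were called higher (adjusted p = 3.01e-16, same exact test). Chromosome condensation genes were called higher in 4 of 9 cases in RM cells (adjusted p = 0.00121) and in 9 of 12 in hMSCs (adjusted p = 9.4e-09, Fisher's exact test). The MCM complex had 3 of 4 tested members called higher in RM cells (adjusted p = 0.000983) and 2 of 6 in hMSCs, where the exact test did not pass the threshold (adjusted p = 0.0581) but passed with calls at q of at most 0.01 (adjusted p = 0.0311). Its median log2 fold change in hMSCs was 0.69 on the log2(FPKM + 1) scale, at percentile 99.96 of 10000 random lists matched on FPKM. The chaperonin-containing T-complex had 4 of 8 members called higher in each of the cells, and with calls at q of at most 0.01 the exact test did not pass in hMSCs (adjusted p = 0.0502). Among processes that fell, cholesterol biosynthesis had 11 of 21 genes called lower in RM cells and 16 of 22 in hMSCs. Autophagosome assembly had 8 of 29 called lower in RM cells (adjusted p = 0.00121) and 3 of 31 in hMSCs (adjusted p = 0.499, Fisher's exact test).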

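The RM cell mineralization libraries had 62601720 to 78363548 reads and the hMSC libraries 72477298 to 86750048. Tested rows numbered 23904 in RM cells and 18154 in hMSCs, with median log2 fold changes of -0.01 and 0.08 on the log2(FPKM + 1) scale. In RM cells the row with the highest FPKM, named *khdrbs3*, held 43.0% of the summed FPKM in control media and 29.6% in osteogenic media. The highest row of the hMSC table held 6.07% and 4.94%.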

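In osteogenic media, 670 gene rows were called higher and 724 lower in RM cells, and 708 were called higher and 629 lower in hMSCs. Rows with no gene name were 570 of 1394 calls in RM cells (40.9%, Wilson 95% confidence interval 38.3% to 43.5%) and 171 of 1337 in hMSCs (12.8%, interval 11.1% to 14.7%). The odds ratio was 4.72 (Fisher's exact test, two-sided, p = 1.26e-63). When rows under 1 FPKM in both conditions were left out, the hMSC share was 5.91%.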

Similar to the proliferation dataset, a larger percentage of unannotated genes was present in FD (41%) compared to human (13%) RNA-seq data (Fig. 4a). IPA of annotated transcripts showed similar activation of osteogenic-associated pathways such as *roles of osteoblasts*, *osteoclasts*, and *chondrocytes in rheumatoid arthritis* as well as the expression of typical osteogenic genes such as *dlx5*, *tsc22d3*, *alpl*, *klf4*, *ext1*, and *stc1* in both datasets (Fig. 4a). 

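The log2 fold change of *dlx5* was 3.49 (standard error 0.41) in RM cells and 2.64 (standard error 0.20) in hMSCs. In hMSCs it went from 14.0 to 87.2 FPKM in the authors' deposited table. The log2 fold change of *tsc22d3* was 3.27 in RM cells and 4.09 in hMSCs, that of *alpl* was 2.39 and 3.12, and that of *klf4* was 1.26 and 3.89. All of these were called higher. *Ext1* and *stc1* were called lower in both cells. The log2 fold change of *ext1* was -0.75 in RM cells and -1.37 in hMSCs, and that of *stc1* was -1.42 and -4.78. *Bglap* was not called in either cell, with log2 fold changes of -1.70 (standard error 0.95) and 0.22 (standard error 0.42). The hMSC value is of a row that joins *bglap* with *pmf1*. Of 15 osteoblast marker genes tested in RM cells, 4 were called higher (Fisher's exact test, two-sided, adjusted p = 0.00376), and 7 of 18 in hMSCs (adjusted p = 1.3e-05). BMP target genes were called higher in 4 of 14 cases in RM cells and 10 of 16 in hMSCs. Genes of the glucocorticoid response, which dexamethasone acts on, were called higher in 6 of 12 cases and 11 of 16. These last 3 lists are not terms of the paper.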

Correspondingly, gene ontology analysis showed upregulation of processes associated with skeletal catabolism including collagen synthesis as well as face and body morphogenesis (Fig. 4b). 

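Collagen catabolism genes were called higher in 7 of 17 cases in RM cells, against 382 of 9042 symbols overall (Fisher's exact test, two-sided, adjusted p = 7.8e-06). In hMSCs 1 of 21 was called higher and 5 were called lower (adjusted p = 0.631 by the same exact test, which was made on the higher calls). Their median log2 fold change in hMSCs was -0.45 on the log2(FPKM + 1) scale, at percentile 0.12 of 10000 random lists matched on FPKM. Face and body morphogenesis genes were called higher in 5 of 18 cases in hMSCs (adjusted p = 0.00122, Fisher's exact test). In RM cells 3 of 16 were called higher and 4 lower (adjusted p = 0.0339), and with single-symbol rows alone the exact test no longer passed the threshold (adjusted p = 0.162). Genes of the type I interferon response were called lower in 17 of 29 cases in hMSCs and 0 of 17 in RM cells. Chemokines were called lower in 10 of 18 cases in hMSCs (adjusted p = 3.96e-09) and in 2 of 11 in RM cells (adjusted p = 0.0964, Fisher's exact test), where their median log2 fold change of -1.71 on the log2(FPKM + 1) scale lay at percentile 0 of 10000 random lists matched on FPKM. Whether the sets differed between the cells was not tested.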

Subsequently, subtraction analysis was performed between human and FD datasets for differentially expressed genes. 

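For this comparison, 6919 symbols were tested in both proliferation tables and 7384 in both mineralization tables. Under serum, 141 symbols were called higher in both cells, against 27.2 by chance (odds ratio 10.4, Fisher's exact test, two-sided, p = 1.83e-69). In osteogenic media there were 52, against 13.1 by chance (odds ratio 5.26, p = 2.31e-18 by the same exact test). Genes are not independent replicates, so these tests describe the tables. Over all symbols with a change in both cells, a share computed after the data were seen, the direction was the same for 62.2% of 6919 under serum, against 49.8% by chance, and for 50.9% of 7383 in osteogenic media, against 50.1% by chance. Of the symbols called in both cells, which are selected for large changes, 228 of 252 had the same direction under serum (90.5%) and 119 of 165 in osteogenic media (72.1%).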

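In RM cells, 77 annotated rows were called more than 5-fold higher in 10% serum and 110 in osteogenic media. Leaving out the gene fields called in hMSCs in either direction left 39 rows for proliferation and 89 rows, with 82 distinct gene fields, for mineralization. Of the mineralization rows, 18 are listed at 0 FPKM in control media and have no finite fold. Taking the fold from FPKM + 1 left 29 and 53 rows. Of 37 proliferation gene fields found in the hMSC table, 28 were tested there, as were 61 of 80 mineralization gene fields. A candidate could thus be absent from the hMSC calls with no test in hMSCs. Among the proliferation candidates with a finite fold and at least 1 FPKM, *pde4b* had the highest log2 fold change at 4.73 (standard error 0.29), followed by *rgs16* at 3.61, *edn2* at 3.37, *fundc1* at 3.34 and *sv2c* at 3.32. The highest among mineralization candidates were *mmp1* at 8.01 (standard error 0.85), *gpr77* at 6.11, *aspa* at 5.73, *cyp1b1* at 5.27 and *sncaip* at 4.85.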

Using the following criteria of highly upregulated (> 5-fold) and uniquely expressed FD genes, 40 proliferation and 91 mineralization candidate genes were identified (Figs. 3a and 4a). Thus, in vitro comparative RNA-seq identified gene candidates that were uniquely expressed in RM cells with a presumed role in rapid deer antler regeneration.

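The difference in log2 fold change between RM cells and hMSCs was tested for the 77 candidates with finite values in both tables, with standard errors from the authors' test statistics. It passed an adjusted p of 0.05 for 17 of 22 proliferation candidates and 49 of 55 mineralization candidates (normal approximation, two-sided, Benjamini-Hochberg over the 77). These genes were chosen on the same values, so the tests are not independent of that choice. When the same rows were adjusted with every other symbol with finite values in both cells, 14 of 22 and 38 of 55 passed. With standard errors from the p-value of each gene, 15 proliferation and 46 mineralization candidates passed, all of which also passed with the test statistics. Both of these settings were chosen after seeing the data. The median log2 fold change of the tested proliferation candidates was 2.93 in RM cells and 0.30 in hMSCs, and that of mineralization candidates was 3.09 and 0.32. In hMSCs 5 proliferation candidates were more than 5-fold higher without being called, *e2f8*, *fam64a*, *kiaa0101*, *tacc3* and *uhrf1*, and so were the mineralization candidates *cd36*, *lrp4* and *timp4*. These were named after their values were seen. From genes called in RM cells and not in hMSCs, the paper reasons that the candidates were uniquely expressed and presumes a role in rapid antler regeneration.

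**Figure D1:**
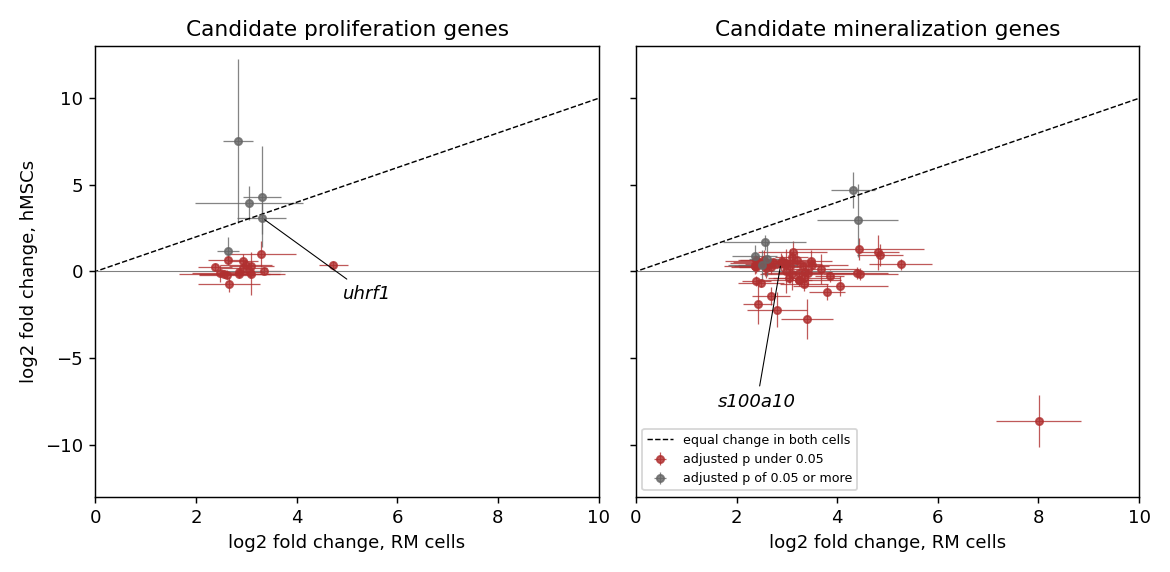
Log2 fold change of candidate proliferation and mineralization genes in RM cells (horizontal axis) and hMSCs (vertical axis), 1 point per gene, with bars of 1 standard error from the authors' test statistics and a dashed line of equal change. *Uhrf1* lies at 3.30 and 3.11, by the dashed line, and *s100a10* at 2.89 and 0.51, below it.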

**Fig. 3:**
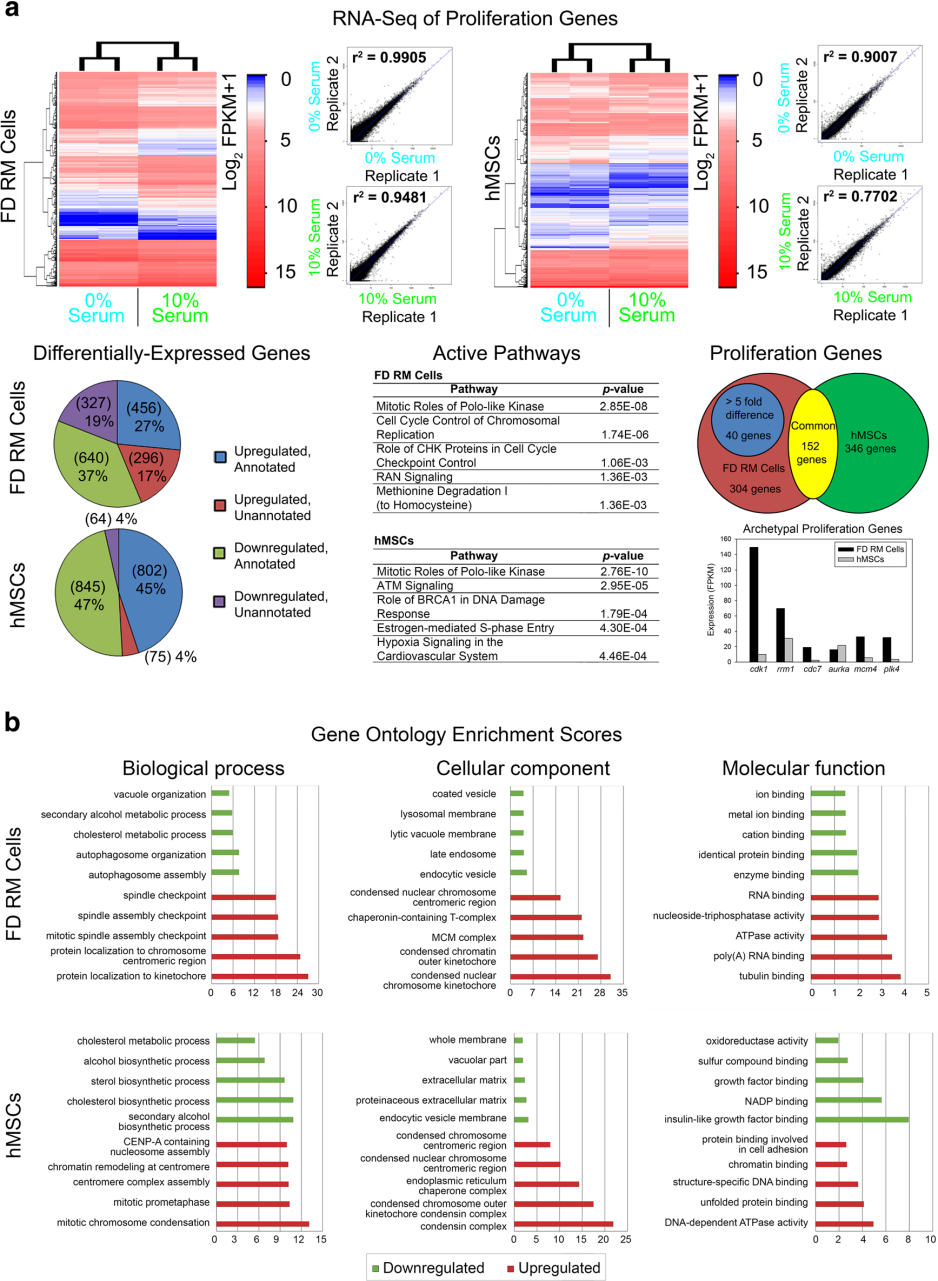
RNA-seq analysis of RM cells and hMSCs under proliferation and mineralization conditions. **a** RNA-seq analysis of RM cells (isolate 2) and hMSCs (isolate 24268) under serum-free (0% serum) and serum-containing (10% serum) conditions identified 40 candidate proliferation genes. Scatterplots indicate the correlation (*r*^2^) between replicates for each condition. FPKM, fragments per kilobase of transcript per million mapped reads. **b** Gene ontology enrichment analysis of RM cells (isolate 2) and hMSCs (isolate 24268) under proliferation conditions. Graphs indicate the top 5 upregulated (red) and downregulated (green) biological processes, cellular components, and molecular functions. Data were from *n* = 1 isolate (one independent experiment with two replicates per group)

**Fig. 4:**
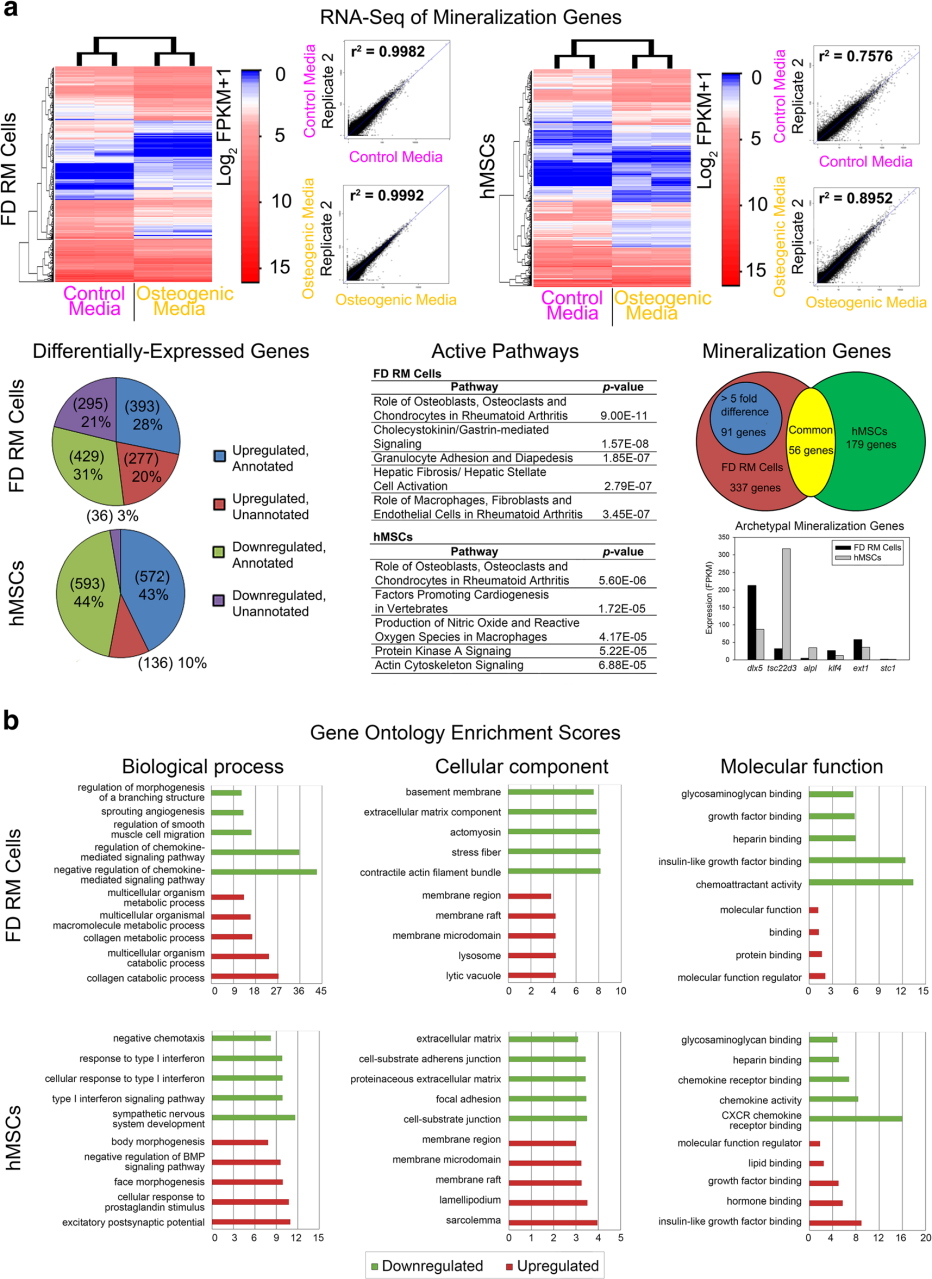
RNA-seq analysis of RM cells and hMSCs under proliferation and mineralization conditions. **a** RNA-seq analysis of RM cells (isolate 2) and hMSCs (isolate 24268) under control (0 ng/mL BMP-2 and 0 nM dexamethasone) and osteogenic (100 ng/mL BMP-2 and 100 nM dexamethasone) conditions identified 91 candidate mineralization genes. Scatterplots indicate the correlation (*r*^2^) between replicates for each condition. FPKM, fragments per kilobase of transcript per million mapped reads. **b** Gene ontology enrichment analysis of RM cells (isolate 2) and hMSCs (isolate 24268) under mineralization conditions. Graphs indicate the top 5 upregulated (red) and downregulated (green) biological processes, cellular components, and molecular functions. Data were from *n* = 1 isolate (one independent experiment with two replicates per group)

### Validation of in vitro comparative RNA-seq

To validate the physiological relevance and role of uniquely expressed genes identified by in vitro comparative RNA-seq, a proliferation and mineralization gene candidate was each selected and further assessed in immunofluorescence, gene overexpression, and gene knockdown studies (Figs. 5 and 6). Since chemical- and electroporation-mediated transfections of hMSCs were unsuccessful (data not shown), hMSC-like mouse C3H10T1/2 cells were used in gene overexpression studies.

**Fig. 5:**
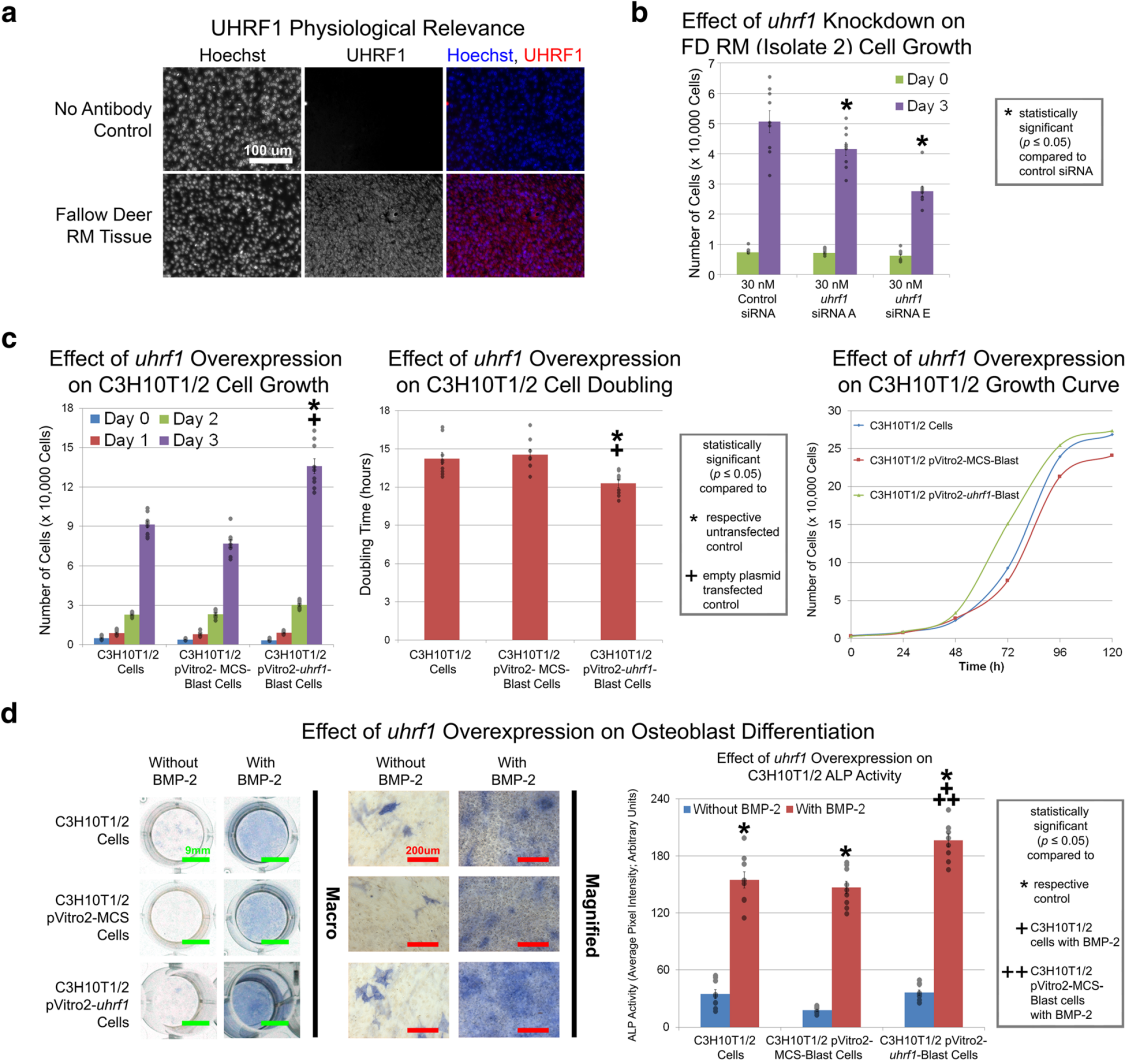
Identification of *uhrf1* as a uniquely expressed proliferation gene using in vitro comparative RNA-seq. **a** UHRF1 immunofluorescence staining in regenerating deer antler tissue. **b** RM cells cultured with 30 nM *uhrf1* siRNAs for 3 days exhibited decreased proliferation relative to mock-transfected control. **c** C3H10T1/2 cells stably transfected with *uhrf1* exhibited increased proliferation relative to untransfected control and empty plasmid control. C3H10T1/2 cells stably transfected with *uhrf1* maintained contact inhibition. Representative growth curves are shown. **d** C3H10T1/2 cells stably transfected with *uhrf1* and cultured with 100 ng/mL BMP-2 for 6 days exhibited increased ALP activity relative to untransfected control and empty plasmid control. Scale bars as indicated. Data were from *n* = 3 isolates (an independent herd for antler immunofluorescence studies) or *n* = 3 independent experiments with nine replicates per group for *uhrf1* knockdown and overexpression proliferation and osteoblast differentiation studies. Gray circles indicate observed data points. Error bars indicate SEM. Statistical significance as indicated

**Fig. 6:**
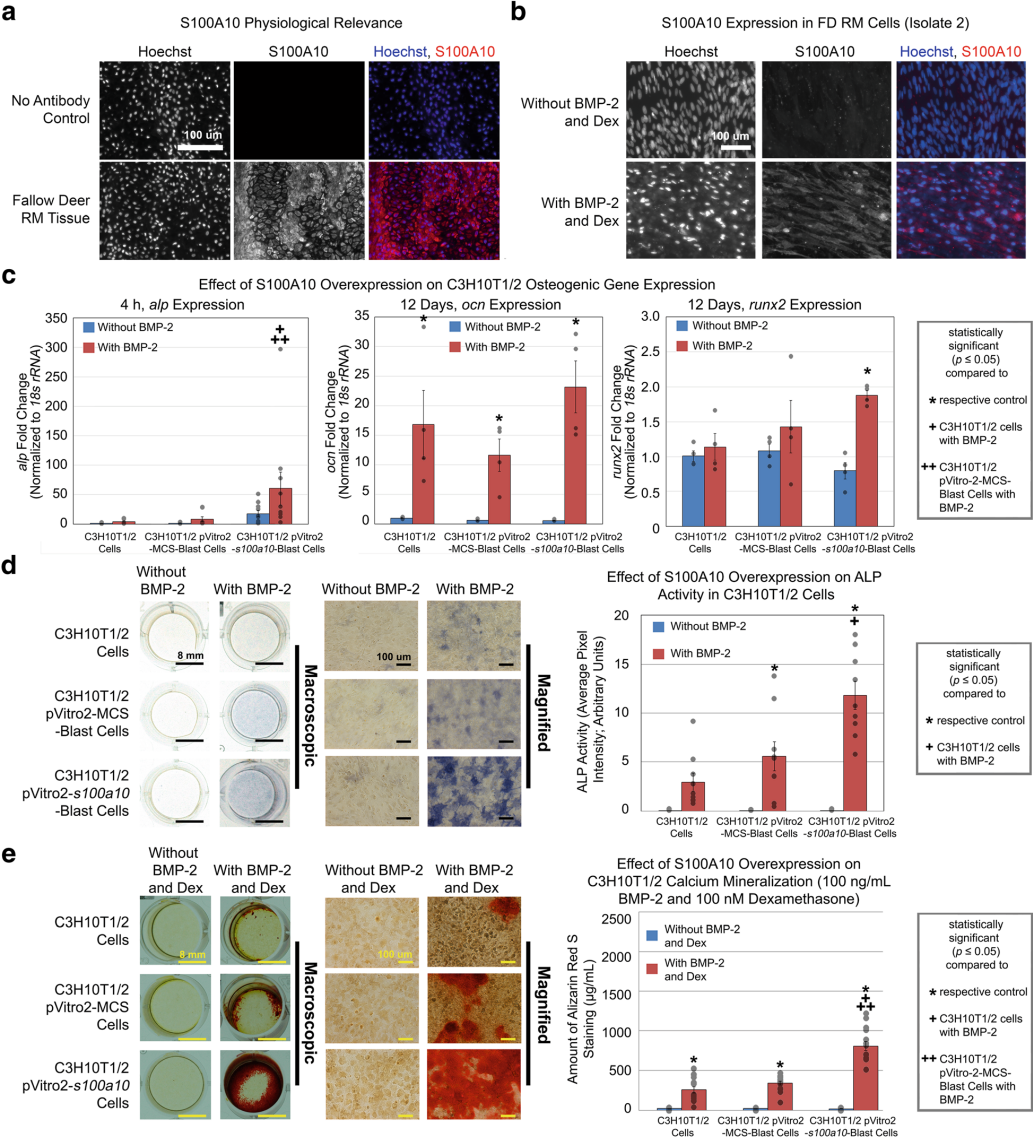
Identification of *s100a10* as a uniquely expressed mineralization gene using in vitro comparative RNA-seq. **a** S100A10 immunofluorescence staining in regenerating deer antler tissue. **b** RM cells (isolate 2) cultured with 100 ng/mL BMP-2 and 100 nM dexamethasone exhibited increased S100A10 expression relative to control. **c** C3H10T1/2 cells stably transfected with *s100a10* and cultured with 100 ng/mL BMP-2 for 4 h exhibited increased *alp* gene expression relative to untransfected control and empty plasmid control. C3H10T1/2 cells stably transfected with *s100a10* and cultured with 100 ng/mL BMP-2 for 12 days exhibited increased *ocn* and *runx2* gene expression relative to their respective control. **d** C3H10T1/2 cells stably transfected with *s100a10* and cultured with 100 ng/mL BMP-2 for 4 days exhibited increased ALP activity relative to untransfected control. **e** C3H10T1/2 cells stably transfected with *s100a10* and cultured in the presence of 100 ng/mL BMP-2 and 100 nM dexamethasone exhibited increased Alizarin Red S staining relative to untransfected control and empty plasmid control. Scale bars as indicated. Data were from *n* = 3 isolates (an independent herd for antler immunofluorescence studies), *n* = 2–3 independent experiments with 4–10 replicates per group for osteogenic gene expression studies, *n* = 3 independent experiments with 9 replicates per group for *s100a10* overexpression ALP studies, and *n* = 5 independent experiments with 15 replicates per group for *s100a10* overexpression mineralization studies. Gray circles indicate observed data points. Error bars indicate SEM. Statistical significance as indicated

Of the 40 proliferation gene candidates, FD *uhrf1* was chosen due to its role in epigenetic inheritance [26] and high expression in several cancers [27], suggesting a role for this gene in simultaneously controlling stem cell self-renewal [28] and growth in deer antlers. 

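*Uhrf1* (row XLOC_036041, bosTau7 chromosome 7, 17678840 to 17903276) rose from 0.262 FPKM in 0% serum to 2.59 FPKM in 10% serum in RM cells in the authors' deposited table, with q = 0.0126. Its log2 fold change was 3.30 (standard error 0.49), or 9.88-fold. In hMSCs (row XLOC_012935, hg19 chromosome 19, 4815935 to 5153614) it rose from 0.318 to 2.75 FPKM in the authors' deposited table, with p = 0.0278 and q = 0.167. That is a log2 fold change of 3.11 (standard error 0.93), or 8.65-fold, and it was not called. The difference between the cells was 0.19 with a standard error of 1.05, so it lay within the error and did not pass the threshold of the test of candidates. The standard error from the p-values of this gene, chosen after seeing the data, was 1.70. With 1 added to each FPKM, the log2 fold change was 1.51 in both cells, under the 5-fold limit. In the human annotation *uhrf1* spans 4903092 to 4962165 on the plus strand. The interval of its row overlaps 5 protein-coding genes, *uhrf1* included, and the row is named for *uhrf1* alone.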

In immunofluorescence studies, regenerating FD antlers obtained from an independent herd showed UHRF1 expression in RM tissue (Fig. 5a) while supplementation of known mitogens such as fibroblast growth factor-2 (FGF-2) and insulin-like growth factor-1 (IGF-1) in RM cells showed a good correlation between UHRF1 expression and RM cell proliferation (Additional file 1: Figure S4). For example, RM cells exhibited increased UHRF1 expression relative to control when cultured in the presence of IGF-1 under serum-free conditions as well as in the presence of FGF-2 under both serum-free and serum-containing conditions (Additional file 1: Figure S4a and S4b). Correspondingly, increased proliferation was only observed under the aforementioned culture conditions but not in the presence of IGF-1 under serum-containing conditions, where there was no upregulation of UHRF1 (Additional file 1: Figure S4c). Together, these data demonstrate the physiological relevance of *uhrf1* in FD RM cell proliferation and verified the expression pattern of this gene relative to our RNA-seq proliferation data (Fig. 5a and Additional file 1: Figure S4). In gene knockdown studies, RM cells (isolate 2) treated with control siRNA yielded 5.1 × 10^4^ cells, whereas groups treated with siRNAs yielded 2.8–4.2 × 10^4^ cells (Fig. 5b and Additional file 1: Figure S5a). As such, siRNA-mediated knockdown of *uhrf1* inhibited RM cell growth of 17.9–45.5% (Fig. 5b and Additional file 1: Figure S5a). In gene overexpression studies, C3H10T1/2 cells and C3H10T1/2 cells stably transfected with empty plasmid yielded 7.7–9.1 × 10^4^ cells with a doubling time of 13.9–14.3 h while C3H10T1/2 cells stably transfected with *uhrf1* yielded 13.6 × 10^4^ cells with a doubling time of 11.8 h (Fig. 5c). As such, overexpression of FD *uhrf1* in C3H10T1/2 cells (Additional file 1: Figure S5b) increased cell proliferation by 1.49–1.76-fold and decreased cell doubling time by 13.8–15.6% (Fig. 5c) without compromising contact inhibition (Fig. 5c and Additional file 1: Figure S6) or ALP activity (Fig. 5e). This is particularly noteworthy given that untransfected C3H10T1/2 cells already grow rapidly and double every 13.9–15.1 h (Fig. 5c and Ker et al. [25]). Thus, in vitro comparative RNA-seq identified *uhrf1* as contributing towards a previously unknown role in FD antler cell proliferation.

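In RM cells *s100a10* (row XLOC_019610, bosTau7 chromosome 3, 19813533 to 20080107) rose from 54.1 FPKM in control media to 399.6 FPKM in osteogenic media in the authors' deposited table, with q = 0.0052. The log2 fold change was 2.89 (standard error 0.60), or 7.39-fold. A second *s100a10* row rose by 2.25 and was not called. In hMSCs (row XLOC_002033, hg19 chromosome 1, 151584661 to 152093185) it went from 166 to 236 FPKM in the authors' deposited table, with p = 0.352 and no call. The log2 fold change there was 0.51 (standard error 0.56), which is within its own error of no change. The difference between the cells was 2.38 with a standard error of 0.82, or 2.91 times its error, and it passed the threshold of the test of candidates. With the standard error from the p-values of this gene, chosen after seeing the data, it was 2.51 times its error and also passed. When adjusted with every other symbol with finite values in both cells, also chosen after seeing the data, it did not pass. The human gene spans 151955391 to 151966335 on the minus strand. The interval of its row overlaps 16 protein-coding genes, *s100a10* included, and the row is named for *s100a10* alone. In 10% serum, *s100a10* was not called in RM cells (log2 fold change 0.51, standard error 0.31) and was called lower in hMSCs (-0.56, standard error 0.10).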

Of the 91 mineralization gene candidates, FD *s100a10*, which has roles in fibrinolysis and intracellular membrane organization [29], was chosen due to the paucity of data regarding its role in osteogenesis, making it as a novel target for further study. In addition, members of the S100 family of proteins such as S100A4 have been reported to be a negative regulator of osteoblast differentiation and matrix mineralization [30]. In immunofluorescence studies, regenerating FD antlers obtained from an independent herd showed S100A10 expression in the cartilage regions of the antler undergoing mineralization (Fig. 6a) while S100A10 was upregulated during osteogenic differentiation of RM cells (Fig. 6b). Together, these data demonstrate the physiological relevance of *s100a10* in FD mineralization and verified the expression pattern of this gene relative to our RNA-seq mineralization data (Fig. 6a, b). In gene overexpression studies, C3H10T1/2 stably transfected with *s100a10* (Additional file 1: Figure S7) showed increased *alp* expression (Fig. 6c) and ALP activity (Fig. 6d) relative to empty plasmid and untransfected controls as well as upregulation of other typical osteogenic genes *ocn* and *runx2* relative to control when cultured in the presence of BMP-2 (Fig. 6c). In addition, C3H10T1/2 stably transfected with *s100a10* exhibited increased calcium mineralization relative to untransfected and empty plasmid controls when in the presence of BMP-2 and dexamethasone (Fig. 6e). Under these culture conditions, C3H10T1/2 cells, C3H10T1/2 cells stably transfected with empty plasmid, and C3H10T1/2 cells stably transfected with *s100a10* exhibited 257.2 μg/mL, 341.9 μg/mL, and 807.9 μg/mL Alizarin Red S stain, respectively (Fig. 6e). As such, overexpression of FD *s100a10* in C3H10T1/2 cells increased cell-mediated mineralization by 2.4–3.1-fold (Fig. 6e). Thus, in vitro comparative RNA-seq identified *s100a10* as contributing towards a previously unknown role in FD antler cell mineralization. Together, these results demonstrated the capability of in vitro comparative RNA-seq analysis to identify uniquely expressed FD proliferation and mineralization genes.

## Discussion

In this study, deer antler-derived RM cells and human bone marrow-derived mesenchymal stem cells were used to establish an in vitro model for comparative RNA-seq (Additional file 1: Figures S1, S2, and S3; Figs. 1 and 2) and identified *uhrf1* and *s100a10* as uniquely expressed deer antler proliferation (Figs. 3 and 5 and Additional file 1: Figures S4, S5, and S6) and mineralization genes (Figs. 4 and 6 and Additional file 1: Figure S7), respectively. The approach developed here may be broadly applied towards studying another biological phenomenon, and the genes identified with this approach will not only advance our understanding of mammalian bone regeneration but also offer promising therapeutic strategies for bone tissue engineering.

Our premise for using an in vitro-based approach was based on several reasons. First, an in vitro approach enabled greater experimental control by allowing culture conditions to define and study the phenomenon-of-interest. Second, the use of identical conditions for culturing deer and human cells not only eliminated complex in vivo spatial and temporal variables but also allowed differential gene expression data from each species to serve as a basis for comparison for identifying uniquely expressed deer antler genes via a simple subtraction analysis. For example, serum-free and serum-containing media conditions were used to identify proliferation genes via differential gene expression. These experiments are independently performed for human and deer cells. Thereafter, subtraction analysis between human and deer proliferation genes would yield uniquely expressed deer proliferation genes. In addition, an in vitro approach reduced the logistical burden for long-term housing of a large, non-model organism such as deer while RNA-seq enabled comprehensive and sensitive detection of transcripts [31] with little bias and error even when non-target species reference genomes are used [32]. Thus, an in vitro approach was expected to identify uniquely expressed deer antler proliferation and mineralization genes.

In establishing this model to identify deer antler proliferation and mineralization genes, hMSCs and RM cells were compared. The basis underlying this choice stems from the significant differences in bone growth between human skeletal and deer antler tissues [3, 4, 6–8] as well as and the therapeutic promise of recapitulating such rapid growth in human skeletal tissues. Although hMSCs and RM cells possess different genetic backgrounds and they do not originate from anatomically equivalent tissues (hMSCs were obtained from the iliac crest whereas RM cells were harvested from the cranial pedicle), a transcriptomic comparison of these cells is still expected to provide important insights as to the genes necessary to stimulate fast proliferation and high mineralization, particularly since hMSCs are a clinically promising therapeutic target for bone tissue engineering [22, 33]. In addition, in vitro-cultured RM cells exhibited high osteogenic capability (Additional file 1: Figure S3, Figs. 1 and 2) and similar cell surface markers (ALP and STRO-1) as their in vivo counterparts [16, 17]. When compared to hMSCs under identical culture conditions, RM cells demonstrated 8.6–11.7-fold increased cell growth and 17.4-fold increased levels of calcium mineralization (Fig. 2), to some extent reflecting the rapid growth and differentiation phenomena observed in regenerating deer antlers. Together, these studies justified the use of in vitro-cultured hMSCs and RM cells to identify deer antler proliferation and mineralization genes.

To identify deer antler proliferation and mineralization genes, RNA-seq was performed. Comparison and subsequent subtraction analysis of transcriptomes under proliferation and mineralization conditions identified 40 proliferation and 91 mineralization genes that were uniquely expressed in RM cells (Fig. 3 and Fig. 4). Further bioinformatics analysis using commercial and public databases showed activation as well as enrichment of proliferation and mineralization pathways or keywords, concurring with the culture conditions employed (Figs. 3 and 4). To validate the contribution of identified genes, *uhrf1* and *s100a10* were chosen for further study based on their potential role in stem cell renewal [28] or novelty, respectively. Although their participation in deer antler biology have not been reported, other studies have indicated that UHRF1 is involved in the proliferation and maturation of colonic T_reg_ cells via epigenetic silencing of CDKNA/P21, an inhibitor of cyclin/cyclin-dependent kinase complexes [34] while related members of the S100 family of proteins such as S100A4 are involved in negative regulation of osteoblast differentiation [30]. Overexpression of FD *uhrf1* in a mouse cell line with hMSC-like characteristics [25] increased cell proliferation without affecting contact inhibition (Fig. 5, Additional file 1: Figures S5 and S6) whereas siRNA-mediated knockdown of *uhrf1* in RM cells decreased cell growth (Fig. 5 and Additional file 1: Figure S5). Similarly, overexpression of FD *s100a10* in this mouse cell line increased osteogenic gene expression, ALP activity, and calcium mineralization (Fig. 6 and Additional file 1: Figure S7). In addition, the physiological relevance of these results was confirmed by immunofluorescence staining of regenerating deer antlers (Figs. 5 and 6). Thus, in vitro comparative RNA-seq identified deer antler proliferation and mineralization genes.

The success of in vitro comparative RNA-seq approach is heavily dependent upon several factors. First, it is necessary to use appropriate in vitro culture conditions that closely model the biological phenomenon-of-interest. In this study, we demonstrated that RM cells rapidly proliferated and exhibited increased calcium mineralization levels relative to hMSCs, which mimicked the phenomenon of rapid bone growth in deer antlers (Fig. 2). However, it is possible that the culture conditions do not accurately reflect growth and differentiation stimuli in regenerating deer antlers, resulting in either false positives or negatives. As such, it is vital to ascertain the physiological relevance of these results by determining gene or protein expression in the relevant biological tissue (Figs. 5 and 6). Despite these limitations, our approach was successful in identifying *uhrf1* and *s100a10* as previously unknown FD antler proliferation and mineralization genes, respectively. However, additional modifications to this study may extend its impact further. These include alternative culture conditions that better mimic physiological conditions such as the use of co-cultures to study antler bone and velvet (skin) paracrine interactions as well as the additional application of more stringent selection criteria such as comparison of in vitro (our current study) and in vivo (deer antler tissue) RNA-seq datasets. Second, it is important to recognize that in vitro comparative RNA-seq performs subtraction analysis between differentially expressed RM genes and its corresponding set of differentially expressed hMSC genes. As such, it is possible that genes which are vital in deer antler proliferation and/or mineralization but are not differentially expressed will not be detected. To address this, our study adopted a strategy of limited biological replication (one isolate, two replicates) with a high number of sequencing reads. This strategy relies on utilizing a large number of sequencing reads to generate increased statistical power for sensitive detection of differential gene expression [35]. Such a strategy would be particularly important for discovering novel, low copy transcripts. Indeed, this approach has been successful in identifying a large number of previously undetected estrogen-related transcripts in breast cancer cells [36]. Third, since the deer genome was only recently sequenced [37], sequencing reads were mapped onto the closely related and well-annotated *Bos taurus* genome. Although such cross-species mapping can result in sequence and expression data loss as well as increased bias and error, these effect sizes are reported to be small within a 100-million-year window and exhibit better mapping performance relative to de novo transcriptome assembly [32]. Despite this, our deer RNA-seq datasets do contain a large percentage of unannotated genes, and this result may be improved by applying orthology-driven Blast mapping.

## Conclusion

In conclusion, we have developed an in vitro model for comparative RNA-seq between FD RM cells and hMSCs to simplify analysis of transcriptomic datasets and for the first time to identify unique genes pertinent to deer antler regeneration. The discovery of these genes advances our understanding of deer antler biology and offer promising strategies for rapid bone regeneration. We envisage a similar comparison strategy can be applied to almost any tissue for identifying the contributions of uniquely expressed genes to a phenomenon of interest.

## Methods

Detailed materials and methods are provided in Additional file 1: Supplementary Information.

### Fallow deer

Tissues were harvested from Lazy Arrow Camatta Ranch (Santa Margarita, CA) and Walking Beam Ranch (Santa Paula, CA) in accordance with approved guidelines established by Stanford University’s Administrative Panel on Laboratory Animal Care (APLAC 28057). Antler tissue was identified [14] and harvested using enzymatic digestion.

### Cell culture

Mouse C3H10T1/2 mesenchymal fibroblasts (American Type Culture Collection; ATCC, Manassas, VA) were maintained in DMEM, 10% FBS, and 1% P/S and used within the first ten passages from the date of receipt. FD cells were maintained in DMEM, 10% FBS and 1% P/S and used between passages 2 and 8. Human mesenchymal stem cells (hMSCs; Lonza, Switzerland) were maintained according to the manufacturer’s instructions and used between passages 4 and 7. Hoechst staining (Anaspec, Fremont, CA) was used to monitor mycoplasma contamination in cell cultures.

### Cell proliferation

Cell proliferation studies were performed in DMEM, 10% FBS, 1% P/S, mesenchymal stem cell growth media (Lonza, Switzerland), and mesenchymal stem cell growth media supplemented with 10 ng/mL fibroblast growth factor-2 (FGF-2; Peprotech, Rocky Hill, NJ). Cells were counted using a Beckman Coulter Z2 Particle Counter (Beckman Coulter, Brea, CA), and cell doubling times were calculated using R-studio (R Studio, Boston, MA, http://www.rstudio.com). Cell cycle studies were performed using propidium iodide/RNAse solution (Cell Signaling Technology, Danvers, MA) on a BD Aria II flow cytometer and analyzed using Flowjo 9.7.5 (Flowjo LLC, Ashland, OR, http://www.flowjo.com).

### Cell differentiation

Adipogenic and chondrogenic differentiation were performed using StemPro Adipogenic (Gibco, Thermo Fisher Scientific, Waltham, MA) and StemPro Chondrogenic Media (Gibco, Thermo Fisher Scientific, Waltham, MA), respectively, according to the manufacturer’s instructions. Osteogenic differentiation was performed using either DMEM, 10% FBS, 1% PS, and 100 ng/mL BMP-2 (Infuse Bone Graft, Medtronic, Sunnyvale, CA) or DMEM, 10% FBS, 1% P/S, 50 μg/mL ascorbic acid, 10 mM β-glycerophosphate, 100 ng/mL BMP-2, and 100 nM dexamethasone (Sigma Aldrich, St. Louis, MO). Osteogenic gene expression was performed on cDNA templates (RNA isolation: Qiagen RNeasy Plus Mini kit, Qiagen, Germany; Reverse transcription: Omniscript kit, Qiagen, Germany) for 40 cycles using TaqMan Gene Expression Mastermix (4369016, Applied Biosystems, Thermo Fisher Scientific, Waltham, MA) on an Applied Biosystems HT7200 thermocycler (Applied Biosystems, Thermo Fisher Scientific, Waltham, MA). Gene expression data were analyzed using SDS 2.2.2 (Applied Biosystems, Thermo Fisher Scientific, Waltham, MA, http://www.thermofisher.com/). ALP activity (Kit 86C, Sigma Aldrich, St. Louis, MO) was detected according to the manufacturer’s instructions. Where necessary, the average pixel intensity was determined using the image histogram tool in Adobe Photoshop as previously described [38, 39]. Osteogenic mineralization was determined using 2% Alizarin Red S stain (Electron Microscopy Sciences, Hatfield, PA) on solvent-extracted samples. Absorbance values from the samples and standards were read at 405 nm using a Tecan Infinite F50 spectrometer (Tecan Trading AG, Switzerland).

### RNA-seq

Proliferation libraries were obtained from cells cultured under DMEM, 0% FBS, and 1% P/S (0% serum) and DMEM, 10% FBS, 1% P/S (10% serum) while mineralization libraries were obtained from cells cultured under DMEM, 10% FBS, 1% P/S, 50 μg/mL ascorbic acid, and 10 mM β-glycerophosphate (control media; without BMP-2 and dexamethasone) and DMEM, 10% FBS, 1% P/S, 50 μg/mL ascorbic acid, 10 mM β-glycerophosphate, 100 ng/mL BMP-2, and 100 nM dexamethasone. RNA was isolated (Qiagen RNeasy Plus Mini kit, Qiagen, Germany), reverse-transcribed into cDNA (Ovation RNA-seq System V2 kit, NuGEN, San Carlos, CA), sheared (S2 Focused-ultrasonicator, Covaris, Woburn, MA), end-repaired, dA-tailed, ligated with custom adaptors, and PCR-amplified for RNA-seq library construction (NEBNext DNA Library Prep Master Mix Set for Illumina, New England Biolabs, Ipswich, MA). Samples were sequenced using 100 base-pair, paired-end RNA-seq technology (HiSeq 2000, Illumina, San Diego, CA), and data were analyzed using several bioinformatics software including Spliced Transcripts Alignment to a Reference (STAR; Version 2.3.0, https://code.google.com/p/rna-star/) [40], SAMtools (Version 0.1.19 http://www.htslib.org/), the Cufflinks package (Version 2.1.1.1, https://github.com/cole-trapnell-lab/cufflinks) [41], the Cummerbund package (http://compbio.mit.edu/cummeRbund/), Ingenuity Pathway Analysis (Qiagen, Germany; https://www.qiagenbioinformatics.com/), and Gene Ontology Enrichment Analysis (http://geneontology.org/page/go-enrichment-analysis). Statistical analyses for RNA-seq were performed as previously described [41]. Gene candidates were identified based on differentially expressed genes that exhibited more than fivefold upregulation in control versus treatment conditions as well as genes that were uniquely expressed in the FD RM cell dataset. From this set of candidates, deer *uhrf1* and *s100a10* genes were manually identified as genes-of-interest based on a literature search (Pubmed; http://www.pubmed.com) of their known biological functions and novelty within the context of mammalian bone biology.

### Gene cloning and transfection

Genes were PCR-cloned (Platinum Blue PCR SuperMix, Invitrogen, Thermo Fisher Scientific, Waltham, MA) from deer cDNA libraries using primers designed from the closely related bovine genome prior to subcloning into a pVitro2-MCS-Blast plasmid (InvivoGen, San Diego, CA). C3H10T1/2 cells were transfected with 2–3 μg plasmid(s) containing the gene-of-interest according to the manufacturer’s instructions (Polyplus, France), and stably transfected cells were selected using 3 μg/mL blasticidin (Invitrogen, Thermo Fisher Scientific, Waltham, MA).

### siRNA

Cells were transfected with 30 nM *uhrf1* siRNA A and E (siRNAs were custom-designed by Santa Cruz Biotechnology Inc., Dallas, TX, based on bovine *uhrf1* sequence) according to the manufacturer’s instructions (Polyplus, France) for 72 h.

### Immunofluorescence staining

Cells were fixed in 4% paraformaldehyde (Electron Microscopy Sciences, Hatfield, PA), blocked with 10% donkey serum (Jackson Immunoresearch Laboratories Inc., West Grove, PA), and incubated with primary antibody followed by secondary antibody incubation with appropriate washes in between. Antibodies included 10 μg/mL mouse anti-Stro-1 (MAB1038, R&D Systems Inc., Minneapolis, MN), 4 μg/mL rabbit anti-alkaline phosphatase (Sc-98652, ALP; Santa Cruz Biotechnology Inc., Dallas, TX), 10 μg/mL rabbit anti-UHRF1 (Sc98704, Santa Cruz Biotechnology Inc., Dallas, TX), 1 μg/mL mouse anti-S100A10 (Ab89438, Abcam Inc., Cambridge, MA), 15 μg/mL donkey anti-mouse Alexa 488 (715-545-150, Jackson Immunoresearch Laboratories Inc., West Grove, PA), and 15 μg/mL donkey anti-rabbit Alexa 647 (711-605-152, Jackson Immunoresearch Laboratories Inc., West Grove, PA). Where necessary, antigen retrieval was performed using antigen retrieval buffer solution (IHC World LLC, Woodstock, MD) at 80–90 °C for 30–60 min prior to antibody incubation. Average pixel intensity was determined using the image histogram tool in Adobe Photoshop as previously described [38, 39].

### Statistical analysis

Statistical analyses involving RNA-seq were performed by Cufflinks and R-Studio [41]. Statistical significance for differentially expressed genes was established at *p* ≤ 0.05 and *q* ≤ 0.05. Statistical analyses not involving RNA-seq were performed using IBM SPSS Statistics for Windows 22 (IBM Corp., North Castle, NY, http://www.ibm.com). Quantitative data was presented as means ± standard error of mean (mean ± SEM) where appropriate. Relative fold changes for PCR data were log transformed in order to make the data distribution more symmetrical [42]. The Shapiro-Wilk test and the Levene test were used to determine whether data were normally distributed and contained equal variances among groups, respectively. For two mean comparisons, *p* values were computed via the *t* test. *p* values were calculated using pooled and separate variance for data with equal and unequal variances, respectively. For more than two mean comparisons, *p* values were computed via analysis of variance (ANOVA). If the majority of the data were normally distributed or there was an equal variance among groups, *p* values were calculated using ANOVA followed by Tukey’s honest significant difference *post hoc* multiple comparison test [43, 44]. Otherwise, *p* values were calculated using Welch’s ANOVA followed by Games-Howell *post hoc* multiple comparison test [45]. Statistical significance was established at *p* ≤ 0.05.

## Additional files

Additional file 1: Supplementary figures.

Additional file 2: Comparison of Differentially Expressed Genes from Fallow Deer RM and Human Mesenchymal Stem Cells.

## Abbreviations

ALP: Alkaline phosphatase
ANOVA: Analysis of variance
BMP-2: Bone morphogenetic protein-2
cDNA-AFLP: cDNA-amplified fragment length polymorphism
FACS: Fluorescence-activated cell sorting
FD: Fallow deer
FGF-2: Fibroblast growth factor-2
FP: Facial periosteum
hMSCs: Human mesenchymal stem cells
IGF-1: Insulin-like growth factor-1
IPA: Ingenuity Pathway Analysis
*ocn*: *Osteocalcin*
*osf-1*: *Osteoblast-specific factor-1*
PP: Pedicle periosteum
RM: Reserve mesenchyme
*runx2*: *Runt-related transcription factor-2*
STAR: Spliced Transcripts Alignment to a Reference

# Supplementary material for: Identifying deer antler uhrf1 proliferation and s100a10 mineralization genes using comparative RNA-seq
**Source:** Stem Cell Res Ther. 2018 Oct 31;9:292. doi: 10.1186/s13287-018-1027-6
**Supplement:** Supplementary file 1 — Supplementary figures.

# Identifying deer antler *uhrf1* proliferation and *s100a10* mineralization genes using comparative RNA-seq

D.F.E. Ker<sup>1</sup>, D. Wang<sup>2,1</sup>, R. Sharma<sup>3</sup>, B. Zhang<sup>1</sup>, B. Passarelli<sup>4</sup>, N.F. Neff<sup>3</sup>, C. Li<sup>5</sup>, W. Maloney<sup>1</sup>, S.R. Quake<sup>3,6,7</sup> and Y.P. Yang<sup>1,3,8\*</sup>

**Keywords:** Deer antler, bone regeneration, Comparative RNA-seq, *uhrf1*, *s100a10*

## This PDF file includes

Detailed Materials and Methods

Supplementary Figures S1-S7

Supplementary Tables S1-S2

Supplementary References

## Other Supplementary Materials for this manuscript includes the following

Excel File containing Differentially Expressed Human and Deer Genes

Transcriptome Sequencing Data (Available from <https://www.ncbi.nlm.nih.gov/geo/> under accession number GSE89796)

## Detailed Materials and Methods

**Isolation of Fallow Deer (FD; *Dama dama*) cells.** Various skeletal progenitor cells were isolated from FD bone tissues at a local deer ranch (Lazy Arrow Camatta Ranch, Santa Margarita, CA) in accordance with the guidelines established by Stanford University's Administrative Panel on Laboratory Animal Care. Tissue from facial (mandibular) periosteum (FP), pedicle periosteum (PP) and reserve mesenchyme (RM) were obtained from three FD (2 – 3 years old) during the first few weeks of antler growth when the antlers were approximately 4 – 7 inches in height. A sample size of three fallow deer were chosen to account for isolate-to-isolate variability. To obtain FD FP, a No.21 scalpel (Feather Safety Razor Co. Ltd, Japan) was used to make a 6 cm skin incision directly over the mandible to expose the tissue. Following this, FD FP tissue was identified and harvested. To obtain FD PP, a No. 21 scalpel was used to make a 6 cm skin incision directly over the pedicle to expose the tissue. Following this, FD PP tissue was identified (1) and harvested. To obtain FD RM, a Gigli bone saw (Miltex GmbH, Germany and Medicon eG, Germany) was used to isolate the antler from the pedicle and a No. 21 scalpel was used to bisect the deer antler in a sagittal manner. Following this, FD RM tissue was identified as a layer of tissue beneath the antler dermis (1) and harvested. The harvested tissues were subsequently stored in cell culture media on ice for transport back to the lab. The cell culture media consisted of high glucose Dulbecco's Modified Eagle Medium, (DMEM; Gibco, Thermo Fisher Scientific, Waltham, MA), 10 % fetal bovine serum (FBS; Gibco, Thermo Fisher Scientific, Waltham, MA), 1 % Penicillin-Streptomycin at 10,000 U/mL (P/S; Gibco, Thermo Fisher Scientific, Waltham, MA), and 25 mM HEPES (pH 7.4; Gibco, Thermo Fisher Scientific, Waltham, MA). To isolate FD cells from tissues, samples were first digested in 0.2 % Collagenase/Dispase solution (Roche, Switzerland) at 37 °C, shaking at 175 rpm for 2 – 3 hours followed by 0.125 % trypsin (Gibco, Thermo Fisher Scientific, Waltham, MA) at 37 °C, shaking at 175 rpm for 0.5 – 1 hour. At each enzyme-dissociation step, cells were decanted and placed on ice. Eventually, collagenase/dispase- and trypsin-dissociated cells were pooled and pelleted by centrifugation (500 g at 4 °C for 5 min). The cells were then resuspended in DMEM, 10 % FBS and 1 % P/S and transferred into T75 tissue culture flasks along with any remaining tissue pieces. FD cells were maintained as individual isolates, expanded in culture and used between passages 4 – 10 for subsequent characterization and RNA-seq studies.

**Mammalian cell culture.** Various skeletal progenitor cells from mouse, human and deer were used. Mouse C3H10T1/2 mesenchymal fibroblasts (American Type Culture Collection; ATCC, Manassas, VA) and FD cells were maintained in DMEM, 10 % FBS and 1 % P/S. Human mesenchymal stem cells (hMSCs; Lonza, Switzerland) were maintained in Mesenchymal Stem Cell Growth Media (MSCGM BulletKit PT-3238 and PT-4105, Lonza, Switzerland) according to the manufacturer's instructions and used between passages 4 – 7. Cells were kept at 5 % CO<sub>2</sub> and 37 °C. Prior to reaching confluency, cells were passaged using 0.05 % trypsin (Gibco, Thermo Fisher Scientific, Waltham, MA). Hoechst staining (Anaspec, Fremont, CA) determined that cell cultures were free of mycoplasma contamination.

**Surface characterization of FD RM cells.** FD RM cells were subjected to cell surface characterization using fluorescence-activated cell sorting (FACS) analysis and immunofluorescence staining.

For FACS analysis, cells were seeded into T75 tissue culture flasks at a density of 0.13 – 0.27 x 10<sup>4</sup> cells/cm<sup>2</sup> overnight. The following day (Day 0), media were changed to DMEM, 10 % FBS, 1 % P/S. After 2 – 3 days, cells were washed in PBS (Gibco, Thermo Fisher Scientific, Waltham, MA), dissociated with cell stripper (Mediatech, Corning Inc., Corning NY), pelleted by centrifugation (210 g at 4 °C for 5 min) and fixed in 4 % paraformaldehyde (Electron Microscopy Sciences, Hatfield, PA) for 10 min. Following this, antibody staining was performed. Cells were pelleted by centrifugation (210 g at 4 °C for 5 min), re-suspended in 10 % donkey serum (Jackson ImmunoResearch Laboratories Inc., West Grove, PA) for 20 min, pelleted by centrifugation (210 g at 4 °C for 5 min) and incubated in 10

µg/mL mouse anti-Stro-1 (MAB1038, R & D Systems Inc., Minneapolis, MN) and 4 µg/mL rabbit anti-Alkaline Phosphatase (Sc-98652, ALP; Santa Cruz Biotechnology Inc., Dallas, TX) primary antibodies overnight at 4 °C. The following day, cells were pelleted by centrifugation (210 g at 4 °C for 5 min), washed in PBS, incubated in 15 µg/mL donkey anti-mouse Alexa 488 (715-545-150, Jackson ImmunoResearch Laboratories Inc., West Grove, PA) and 15 µg/mL donkey anti-rabbit Alexa 647 (711-605-152, Jackson ImmunoResearch Laboratories Inc., West Grove, PA) secondary antibodies for 30 min, pelleted by centrifugation (210 g at 4 °C for 5 min) and washed in wash buffer (0.1 % Bovine Serum Albumin in PBS; Santa Cruz Biotechnology Inc., Dallas, TX) prior to analysis. Analyses were performed on a BD Aria II flow cytometer (BD Biosciences, San Jose, CA) and data were analyzed using Flowjo 9.7.5 (Flowjo LLC, Ashland, OR, <http://www.flowjo.com>).

For immunofluorescence staining, cells were seeded into 35 mm glass-bottom dishes at a density of  $0.5 \times 10^4$  cells/cm<sup>2</sup> overnight. The following day (Day 0), media were changed to DMEM, 10 % FBS, 1 % P/S. After 2 days, cells were fixed in 4 % paraformaldehyde. Following this, antibody staining was performed. Cells were incubated in 10 % donkey serum for 20 min and incubated in 10 µg/mL mouse anti-Stro-1 (MAB1038, R&D Systems, Minneapolis, MN) and 4 µg/mL rabbit anti-ALP (Sc-98652, Santa Cruz Biotechnology Inc., Dallas, TX) primary antibody overnight at 4 °C. The following day, cells were washed 3 times in wash buffer (5 min each), incubated in 15 µg/mL donkey anti-mouse Alexa 488 (715-545-150, Jackson ImmunoResearch, West Gove, PA) and 15 µg/mL donkey anti-rabbit Alexa 647 (711-605-152, Jackson ImmunoResearch, West Gove, PA) secondary antibody for 1 h at 25 °C and washed 5 times in wash buffer (5 min each). Fluorescence images were acquired using an inverted Zeiss AxioObserver Z1 microscope (Zeiss Microimaging, Thornwood, NY) equipped with an X-Cite® Series 120Q metal halide lamp (Zeiss Microimaging, Thornwood, NY) and an AxioCam MRm camera (Zeiss Microimaging, Thornwood, NY).

**Characterization of FD RM cells and hMSCs for cell proliferation studies.** The proliferative capacity of FD RM cells and hMSCs were determined by cell counting studies and cell cycle analysis.

For cell counting studies, cells were seeded into 48-well plates at a density of  $0.26 \times 10^4$  cells/cm<sup>2</sup> overnight (Day 0). Three different media formulation were used – 1) DMEM, 10 % FBS, 1 % P/S, 2) Mesenchymal Stem Cell Growth Media and 3) Mesenchymal Stem Cell Growth Media supplemented with 10 ng/mL fibroblast growth factor-2 (FGF-2; Peprotech, Rocky Hill, NJ). Media were changed every 48 h. At 2, 4 and 6 days, cells were counted using an automated cell counter (Beckman Coulter Z2 Particle Counter, Beckman Coulter, Brea, CA). Cell doubling times were calculated using R-studio (R Studio, Boston, MA, <http://www.rstudio.com>) by visually determining the exponential phase of growth, and plotting the log of the cell counts against time to determine the slope ( $\ln(2)/\text{slope} = \text{doubling time}$ ) for each sample.

For cell cycle analysis, cells were seeded into T75 tissue culture flasks at a density of  $0.27 \times 10^4$  cells/cm<sup>2</sup> overnight. The following day (Day 0), media were changed to DMEM, 10 % FBS, 1 % P/S. After 4 days, cells were dissociated with 0.05 % trypsin, resuspended in PBS, pelleted by centrifugation (210 g at 4 °C for 5 min for FD RM cells and 500 g at 25 °C for 5 min for hMSCs), fixed in 4 % paraformaldehyde for 10 min, pelleted by centrifugation (210 g at 4 °C for 5 min for FD RM cells and 500 g at 25 °C for 5 min for hMSCs) and stored in PBS at 4 °C until analysis. On the day of analysis, cells were pelleted by centrifugation (210 g at 4 °C for 5 min for FD RM cells and 500 g at 25 °C for 5 min for hMSCs), permeabilized with 0.1 % Triton X-100 in PBS (Sigma Aldrich, St. Louis, MO) for 15 min and stained using propidium iodide/RNase solution (Cell Signaling Technology, Danvers, MA) for 30 min. Analyses were performed on a BD Aria II flow cytometer and data were analyzed using Flowjo 9.7.5. For each cell cycle distribution, data were fitted to a Watson-Pragmatic model.

**Characterization of FD cells and hMSCs for cell differentiation studies.** The mesenchyme lineage commitment of FD cells and hMSCs were determined by several cell differentiation assays. The ability of FD cells to differentiate into adipocytes and chondrocytes was confirmed by Oil Red O

staining and Alcian Blue staining, respectively. The ability of FD cells to differentiate into osteoblasts was confirmed by osteogenic gene expression, ALP staining and Alizarin Red S staining whereas the ability of hMSCs to differentiate into osteoblasts was confirmed by Alizarin Red S staining.

For adipogenic studies, cells were seeded into 24-well plates at a density of  $1.57 \times 10^4$  cells/cm<sup>2</sup> overnight. The following day (Day 0), media were changed to StemPro Adipogenic Basal Media (Gibco, Thermo Fisher Scientific, Waltham, MA), 10 % FBS, 1 % P/S (Control media) or StemPro Adipogenic Differentiation Kit Media (Gibco, Thermo Fisher Scientific, Waltham, MA; Adipogenic media). Media were changed every 72 h. After 24 days, cells were washed with PBS, fixed with 10 % neutral buffered formalin for 30 min, stained with 0.5 % Oil Red O (in 60 % isopropanol; Electron Microscopy Sciences, Hatfield, PA) for 30 min, washed with 60 % isopropanol and air-dried. Brightfield images were acquired using an inverted Zeiss AxioObserver Z1 microscope equipped with an Axiocam ICC 1 color camera (Zeiss Microimaging, Thornwood, NY).

For chondrogenic studies, cells were seeded into 24-well plates at a density of  $8 \times 10^4$  cells/5  $\mu$ L drops to generate micromass cultures. After 2 h (Day 0), media were changed to StemPro Chondrogenic Basal Media (Gibco, Thermo Fisher Scientific, Waltham, MA), 10 % FBS, 1 % P/S (Control media) or StemPro Chondrogenic Differentiation Kit Media (Gibco, Thermo Fisher Scientific, Waltham, MA; Chondrogenic media). Media were changed every 72 h. After 24 days, cells were washed with PBS, fixed with 10 % neutral buffered formalin for 30 min, stained with 1 % Alcian Blue (in 1N HCl; Electron Microscopy Sciences, Hatfield, PA) for 30 min, washed three times with distilled water and air-dried. Brightfield images were acquired using an inverted Zeiss AxioObserver Z1 microscope equipped with an Axiocam ICC 1 color camera.

For osteogenic studies involving osteogenic gene expression, cells were seeded into 24-well plates at a density of  $1.57 \times 10^4$  cells/cm<sup>2</sup> overnight. The following day (Day 0), media were changed to DMEM, 10 % FBS, 1 % P/S (Without BMP-2) or DMEM, 10 % FBS, 1 % P/S, 100 ng/mL BMP-2 (With BMP-2; Infuse Bone Graft, Medtronic, Sunnyvale, CA). Media were changed every 72 h. After 6 days, cells were dissociated with 0.25 % trypsin, the RNA harvested (Qiagen RNeasy Plus Mini kit, Qiagen, Germany) and reverse-transcribed into cDNA (Omniscript kit, Qiagen, Germany). Quantitative, real-time PCR was performed on the cDNA templates for 40 cycles using Taqman Gene Expression Mastermix (4369016, Applied Biosystems, Thermo Fisher Scientific, Waltham, MA) with *alkaline phosphatase* (*alp*, forward primer: CAAGAACAGAACCGATGTGG, reverse primer: TGTGTTTCGGTTTGAAGCTC and 5' FAM / 3' TAMRA probe: CGTCCAGCCTCGTGCCTCTG), *osteocalcin* (*ocn*, forward primer: GAGCTCAACCCTGACTGTGA, reverse primer: CTAGACTGGGCCGTAGAAGC and 5' FAM / 3' TAMRA probe: CCACATCGGCTTCCAGGAAGC), *osteoblast specific factor-1* (*osf1*, forward primer: GATCTGAACACGGCTCTGAA, reverse primer: TTGAGGTTTGGACTTGGTCA and 5' FAM / 3' TAMRA probe: AGCCTGAAGCGAGCCCTCCA) and *runx related transcription factor-2* (*runx2*, forward primer: GAGATCGGTCTCCTTCCAGA, reverse primer: TTAATAGCGTGCTGCCATTC and 5' FAM / 3' TAMRA probe: ATGCTACCGCCGTGCACCAC) primers. *18s ribosomal rna* (*18s*, forward primer: AGGTGAAATTCTTGGATCGG, reverse primer: GGTGGAAGTACGACGGTAT and 5' FAM / 3' TAMRA probe: TCGCTCTGGTCCGTCTTGCG) primer was used as a reference gene for normalization. These primers were designed using a consensus sequence of homologous genes for bovine, human, mouse and rat species. Quantitative, real-time PCR was performed on an Applied Biosystems HT7200 thermocycler (Applied Biosystems, Thermo Fisher Scientific, Waltham, MA). Data were analyzed using SDS 2.2.2 (Applied Biosystems, Thermo Fisher Scientific, Waltham, MA, <http://www.thermofisher.com/>).

For osteogenic studies involving ALP staining, cells were seeded into 24-well plates at a density of  $1.57 \times 10^4$  cells/cm<sup>2</sup> overnight. The following day (Day 0), media were changed to DMEM, 10 % FBS, 1 % P/S (Without BMP-2) or DMEM, 10 % FBS, 1 % P/S, 100 ng/mL BMP-2 (With BMP-2). Media were changed every 48 h. After 6 days, cells were fixed for 1 min in 3.7 % formaldehyde. ALP activity

(Kit 86C, Sigma Aldrich, St. Louis, MO) was detected according to the manufacturer's instructions. Brightfield images were acquired using an inverted Zeiss AxioObserver Z1 microscope equipped with an Axiocam ICC 1 color camera as well as a Nikon digital SLR camera (Nikon Digital Camera D70, Nikon Corp., Japan). Where necessary, the average pixel intensity was determined using the image histogram tool in Adobe Photoshop (Adobe Systems, San Jose, CA, <http://www.adobe.com>) as previously described (2, 3).

For osteogenic studies involving Alizarin Red S staining, cells were seeded into 24-well plates at a density of  $1.57 \times 10^4$  cells/cm<sup>2</sup> overnight. The following day (Day 0), media were changed to DMEM, 10 % FBS, 1 % P/S, 50 µg/mL ascorbic acid (Sigma Aldrich, St. Louis, MO), 10 mM β-glycerophosphate (Sigma Aldrich, St. Louis, MO; Without BMP-2 and dexamethasone) or DMEM, 10 % FBS, 1 % P/S, 50 µg/mL ascorbic acid, 10 mM β-glycerophosphate, 100 ng/mL BMP-2 and 100 nM dexamethasone (Sigma Aldrich, St. Louis, MO; With BMP-2 and dexamethasone). Media were changed every 72 h. After 24 days, cells were fixed with 10 % neutral buffered formalin for 30 min, washed with distilled water, stained with 2 % Alizarin Red S stain (Electron Microscopy Sciences, Hatfield, PA) for 45 min, washed three times with distilled water and air-dried. Brightfield images were acquired using an inverted Zeiss AxioObserver Z1 microscope equipped with an Axiocam ICC 1 color camera as well as a Nikon digital SLR camera. To quantify Alizarin Red S staining, 1 mL of extraction solvent (8 % acetic acid, 20 % methanol in water) was added to each well for 45 min. Standards were constructed using 0, 0.1, 0.5, 1, 2, 5, 10, 50, 100, 200, 500, 700 µg/mL Alizarin Red S stain. Absorbance of standards and samples were read at 405 nm using a Tecan Infinite F50 spectrometer (Tecan Trading AG, Switzerland).

**Construction of FD RM cell and hMSC cDNA libraries for RNA-seq.** RNA-seq studies were performed for FD RM cells (Isolate 2) and hMSCs (Isolate 24268) under proliferation and mineralization conditions to identify proliferation and mineralization genes, respectively.

For proliferation studies, both FD RM cells and hMSCs were seeded at a density of  $1.26 \times 10^4$  cells/cm<sup>2</sup> overnight and media conditions included 1) DMEM, 0 % FBS, 1 % P/S (0 % serum) and 2) DMEM, 10 % FBS, 1 % P/S (10 % serum). In parallel, another set of cells was seeded at similar densities in 48-well plates to monitor cell growth daily using an automated cell counter (For 6 days). Media were changed every 48 h. After 2.5 days (when cells were observed to be in the exponential phase of growth), RNA was harvested.

For mineralization studies, both FD RM cells and hMSCs were seeded at a density of  $1.26 \times 10^4$  cells/cm<sup>2</sup> overnight and media conditions included 1) DMEM, 10 % FBS, 1 % P/S, 50 µg/mL ascorbic acid and 10 mM β-glycerophosphate (Control media; Without BMP-2 and dexamethasone) and 2) DMEM, 10 % FBS, 1 % P/S, 50 µg/mL ascorbic acid, 10 mM β-glycerophosphate, 100 ng/mL BMP-2 and 100 nM dexamethasone (Osteogenic media; With BMP-2 and dexamethasone). In parallel, another set of cells was seeded at similar densities in 24-well plates to monitor cell mineralization using Alizarin Red S staining at 24 days. Media were changed every 72 h. After 24 days, RNA was harvested.

For each condition, two replicate RNA samples were isolated. Cells were dissociated with 0.25 % trypsin, the RNA harvested (Qiagen RNeasy Plus Mini kit, Qiagen, Germany) and reverse-transcribed into cDNA (Ovation RNA-seq System V2 kit, NuGEN, San Carlos, CA) for RNA-seq library construction. First, the remainder of the cDNA was sheared (S2 focused-ultrasonicator, Covaris, Woburn, MA). Following this, end repair of the fragmented cDNA, dA-tailing of the end-repaired cDNA, adaptor ligation of dA-tailed cDNA (using custom primers), and PCR enrichment of adaptor-ligated cDNA were performed for 6 cycles to prepare the cDNA library for RNA-Seq (NEBNext DNA Library Prep Master Mix Set for Illumina, New England Biolabs, Ipswich, MA). Human and FD proliferation samples were sequenced to approximately 87,276,798 reads per library while human and FD mineralization samples were sequenced to approximately 74,904,447 reads per library (**Supplementary Table 1 and 2**).

**RNA-seq and bioinformatics analysis.** After cDNA library preparation, samples were sequenced using 100 base-pair, paired-end RNA-seq technology (HiSeq 2000, Illumina, San Diego, CA) and data were analyzed using several bioinformatics software (4, 5). The raw sequencing data were concatenated as necessary and the adaptor sequences were removed from the reads to prepare them for analysis. In order to analyze the data, all reads were aligned to the appropriate genome using Spliced Transcripts Alignment to a Reference (STAR; Version 2.3.0, <https://code.google.com/p/rna-star/>) software (4). Both FD RM proliferation and mineralization reads were aligned to the bovine (*Bos taurus*) genome (bosTau7 from UCSC Genome Browser, indexed using STAR), as *Bos taurus* is the closest relative to the fallow deer whose genome has been sequenced (at the time of analysis). Since the human genome is readily available, both hMSC proliferation and mineralization reads were aligned to the human (*Homo sapiens*) genome (pre-indexed hg19 released by STAR authors). After converting the STAR output to the appropriate file type and sorting the files using SAMtools (Version 0.1.19 <http://www.htslib.org/>), the Cufflinks package (Version 2.1.1.1, <https://github.com/cole-trapnell-lab/cufflinks>) was used to assemble the gene transcripts and to determine differentially-expressed genes between control and treatment conditions (5). Initial attempts at running the Cufflinks package on both FD RM cell and hMSC datasets resulted in errors. These errors originated from Cufflinks' treatment of the soft-clipped regions of aligned reads from the STAR output for some scaffolds (Alexander Dobin, personal communications). When these error-causing soft-clipped regions were removed from both FD and human datasets, the Cufflinks package ran with no errors. The output from Cufflinks was subsequently processed in R-Studio using the cummeRbund package (<http://compbio.mit.edu/cummeRbund/>) to visualize RNA-seq data as well as data quality. Differentially-expressed genes between control and treatment groups were identified based on cut-off values for probability ( $p \leq 0.05$ ) and false discovery rate ( $q \leq 0.05$ ). Microsoft Excel (Microsoft Corp., Redmond, WA; <http://www.microsoftstore.com/>), Ingenuity Pathway Analysis (Qiagen, Germany; <http://www.ingenuity.com/products/ipa>) and Gene Ontology Enrichment Analysis (<http://geneontology.org/page/go-enrichment-analysis>) were used to compare and analyze differentially-expressed genes in FD RM cell and hMSC datasets. Genes-of-interest for subsequent cloning were identified based on two arbitrary criteria – 1) Differentially-expressed genes that exhibited more than 5-fold upregulation in control versus treatment conditions and 2) Genes that were uniquely-expressed in the FD RM cell dataset (i.e. not differentially-expressed in the hMSC dataset).

**Cloning of FD genes.** Uniquely-expressed, FD genes were PCR-cloned, ligated into a plasmid, transformed into bacteria and purified for subsequent overexpression studies in mammalian cells.

To perform PCR-based cloning, primers were designed to isolate the gene-of-interest from the cDNA of FD RM cells based on the sequences of homologous genes in the bovine genome (National Center for Biotechnology Information, <http://www.ncbi.nlm.nih.gov/>). These primers included complementary regions 15 – 20 base pairs into the 5' and 3' ends of the bovine genes, and contained enzyme restriction sites necessary for eventual insertion into the pVito2-MCS-Blast plasmid (InvivoGen, San Diego, CA), which contains 2 multiple cloning sites (MCS), a blasticidin resistance gene as well as necessary elements for bacterial and mammalian expression. Each gene was checked to ensure that the selected enzyme restriction sites were not present within the coding sequence of the published mRNA sequence. PCR (Platinum Blue PCR SuperMix, Invitrogen, Thermo Fisher Scientific, Waltham, MA) was performed according to the manufacturer's instructions. PCR products were purified (Wizard SV Gel and PCR Clean-up System, Promega, Sunnyvale, CA) and successful cloning was confirmed via gel electrophoresis and DNA sequencing (ElimBio, Hayward, CA).

To construct the plasmid containing the gene-of-interest, purified PCR products were digested using the appropriate restriction enzymes (New England Biolabs, Ipswich, MA), ligated into pVito2-MCS-Blast plasmid according to the manufacturer's instructions (NEB Quick Ligation Kit, New

England Biolabs, Ipswich, MA). Successful construction of the plasmid containing the gene-of-interest was confirmed by DNA sequencing.

To obtain large quantities of DNA for subsequent overexpression studies, plasmids were transformed into chemically competent DH5 $\alpha$  *E. coli* (One Shot MAX Efficiency DH5 $\alpha$ -T1 Competent Cells, Invitrogen, Thermo Fisher Scientific, Waltham, MA) and purified. Bacterial cultures were amplified on LB-agar-blasticidin (Invivogen, San Diego, CA) plates in a 5 % CO<sub>2</sub> incubator at 37 °C overnight. Successful colonies were grown in TB-blasticidin liquid media at 37 °C, shaking at 225 – 250 rpm overnight, before isolating the amplified plasmid DNA (Purelink Quick Plasmid Miniprep Kit or Purelink HiPure Plasmid Midiprep Kit, Invitrogen, Thermo Fisher Scientific, Waltham, MA). Several plasmids including pViro2-MCS-Blast (empty plasmid) as well as pViro2-*mRuby2*-Blast (6), a plasmid encoding the fluorescent protein mRuby2 (7), were similarly obtained to serve as appropriate transfection controls.

**Stable transfection of FD genes into C3H10T1/2 cells.** C3H10T1/2 cells were stably-transfected with plasmid(s) containing the gene-of-interest for overexpression studies. C3H10T1/2 cells were seeded into 6-well plates at a density of  $0.67 \times 10^4$  cells/cm<sup>2</sup> (60 – 70 % confluency) overnight. The following day, media were changed to DMEM, 10 % FBS, 1 % P/S and cells were transfected with 2 – 3  $\mu$ g plasmid according to the manufacturer's instructions (Polyplus, France) for 24 h. After 24 h transfection, blasticidin-resistant cells were selected in DMEM, 10 % FBS, 1 % P/S and 3  $\mu$ g/mL blasticidin (Invitrogen, Thermo Fisher Scientific, Waltham, MA) for 10 days. Media were changed every 48 h. Post-selection, blasticidin-resistant cells were maintained in DMEM, 10 % FBS, 1 % P/S. Untransfected cells and cells transfected with pViro2-MCS-Blast or pViro2-*mRuby2*-Blast were used as transfection controls.

**Confirmation of gene overexpression using non-competitive, semi-quantitative PCR.** To confirm gene overexpression, non-competitive, semi-quantitative PCR was employed. RNA was harvested from untransfected cells, cells stably transfected with the empty pViro2-MCS-Blast plasmid and cells stably transfected with the pViro2-MCS-Blast plasmids containing the gene-of-interest (Qiagen RNeasy Plus Mini kit, Qiagen, Germany) under appropriate culture conditions. The RNA samples were reverse-transcribed into cDNA according to the manufacturer's instructions. PCR was performed on the cDNA templates for 22 – 35 cycles with primers used to originally clone the gene-of-interest as well as Bovine *gapdh* as a reference gene for normalization. PCR-amplified DNA was separated by on a 1.0 % agarose gel (Sigma Aldrich, St. Louis, MO) at 80V for 1 – 1.5 h (Bio-Rad Laboratories Inc., Hercules, CA). Images of gel electrophoresis samples were analyzed using the image histogram tool in Adobe Photoshop as previously described (2, 3).

**Proliferation capability of identified FD gene(s).** The function of FD gene(s)-of-interest in cell proliferation was measured in stably-transfected C3H10T1/2 cells using cell counting studies and in FD RM cells using gene knockdown studies.

For cell counting studies, cells were seeded into 48-well plates at a density of  $0.26 \times 10^4$  cells/cm<sup>2</sup> overnight (Day 0) in DMEM, 10 % FBS, 1 % P/S. Media were changed every 48 h. Cells were counted daily using an automated cell counter for 5 days. Cell doubling times were calculated using R-studio (R Studio, Boston, MA, <http://www.rstudio.com>) by visually determining the exponential phase of growth, and plotting the log of the cell counts against time to determine the slope ( $\ln(2)/\text{slope}$  = doubling time) for each sample.

For gene knockdown studies, cells were seeded into 48-well plates at a density of  $0.26 \times 10^4$  cells/cm<sup>2</sup> overnight in DMEM, 10 % FBS, 1 % P/S. The following day (Day 0), cells were transfected with 30 nM *uhfrf1* siRNA A and E (Custom-designed based on bovine *uhfrf1* sequence, Santa Cruz Biotechnology Inc., Dallas, TX) according to the manufacturer's instructions (Polyplus, France) for 72 h. No media change was performed. Confirmation of siRNA-mediated *uhfrf1*

knockdown was determined using non-competitive, semi-quantitative PCR and gel electrophoresis. At 0 and 3 days, cells were counted using an automated cell counter.

**Osteogenic differentiation capability of identified FD gene(s).** The function of FD gene(s)-of-interest in osteogenic differentiation was measured in stably-transfected C3H10T1/2 cells using osteogenic gene expression, ALP staining, and Alizarin Red S staining.

For osteogenic gene expression, cells were seeded into 24-well plates at a density of  $1.57 \times 10^4$  cells/cm<sup>2</sup> overnight. The following day (Day 0), media were changed to DMEM, 10 % FBS, 1 % P/S (Without BMP-2) or DMEM, 10 % FBS, 1 % P/S, 100 ng/mL BMP-2 (With BMP-2). Media were changed every 72 h. At appropriate timepoints (4 h or 12 days), cells were dissociated with 0.25 % trypsin, the RNA harvested and reverse-transcribed into cDNA. Quantitative, real-time PCR was performed on the cDNA templates for 40 cycles using Taqman Gene Expression Mastermix with *alkaline phosphatase* (*alp*; Mm00475834\_m1, Applied Biosystems, Thermo Fisher Scientific, Waltham, MA), *osteocalcin* (*ocn*; Mm03413826\_mH, Applied Biosystems, Thermo Fisher Scientific, Waltham, MA) and *runx related transcription factor 2* (*runx2*; Mm00501584\_m1, Applied Biosystems, Thermo Fisher Scientific, Waltham, MA) primers. *18s ribosomal rna* (*18s*; Mm03928990\_g1, Applied Biosystems, Thermo Fisher Scientific, Waltham, MA) was used as a reference gene for normalization. Quantitative, real-time PCR was performed on an Applied Biosystems HT7200 thermocycler. Data were analyzed using SDS 2.2.2 (Applied Biosystems, Thermo Fisher Scientific, Waltham, MA, <http://www.thermofisher.com/>).

For ALP staining, cells were seeded into 24-well plates at a density of  $1.57 \times 10^4$  cells/cm<sup>2</sup> overnight. The following day (Day 0), media were changed to DMEM, 10 % FBS, 1 % P/S (Without BMP-2) or DMEM, 10 % FBS, 1 % P/S, 100 ng/mL BMP-2 (With BMP-2). Media were changed every 48 h. After 4 – 12 days, cells were fixed for 1 min in 3.7 % formaldehyde. ALP activity was detected according to the manufacturer's instructions. Brightfield images were acquired using an inverted Zeiss AxioObserver Z1 microscope equipped with an Axiocam ICC 1 color camera. Where necessary, the average pixel intensity was determined using the image histogram tool in Adobe Photoshop as previously described (2, 3).

For Alizarin Red S staining, cells were seeded into 24-well plates at a density of  $1.57 \times 10^4$  cells/cm<sup>2</sup> overnight. The following day (Day 0), media were changed to DMEM, 10 % FBS, 1 % P/S, 50 µg/mL ascorbic acid, 10 mM β-glycerophosphate (Without BMP-2 and dexamethasone) or DMEM, 10 % FBS, 1 % P/S, 50 µg/mL ascorbic acid, 10 mM β-glycerophosphate, 100 ng/mL BMP-2 and 100 nM dexamethasone (With BMP-2 and dexamethasone). Media were changed every 72 h. After 24 days, cells were fixed with 10 % neutral buffered formalin for 30 min, washed with distilled water, stained with 2 % Alizarin Red S stain for 45 min, washed three times with distilled water and air-dried. Brightfield images were acquired using an inverted Zeiss AxioObserver Z1 microscope equipped with an Axiocam ICC 1 color camera. To quantify Alizarin Red S staining, 1 mL of extraction solvent (8 % acetic acid, 20 % methanol in water) was added to each well for 45 min. Standards were constructed using 0, 0.1, 0.5, 1, 2, 5, 10, 50, 100, 200, 500, 700 µg/mL Alizarin Red S stain. Absorbance of standards and samples were read at 405 nm using a Tecan Infinite F50 spectrometer.

**Immunofluorescence staining of FD RM cells.** To ascertain *in vitro* physiological relevance of *in vitro* comparative RNA-seq results, FD RM cells were subjected to immunofluorescence staining under proliferation and mineralization conditions. For proliferation studies, FD RM cells were seeded at a density of  $1.26 \times 10^4$  cells/cm<sup>2</sup> overnight and media conditions included 1) DMEM, 0 % FBS, 1 % P/S (No growth factor control; Serum-free media), 2) Serum-free media supplemented with 100 ng/mL insulin-like growth factor-1 (IGF-1; Peprotech, Rocky Hill, NJ), 3) Serum-free media supplemented with 50 ng/mL FGF-2, 4) DMEM, 10 % FBS, 1 % P/S (No growth factor control; Serum-containing media), 5) Serum-containing media supplemented with 100 ng/mL IGF-1 and 6) Serum-containing media supplemented with 50 ng/mL FGF-2. Immunofluorescence staining was performed after 2 days. For mineralization studies, FD RM cells were seeded at a density of  $1.26 \times$

10<sup>4</sup> cells/cm<sup>2</sup> overnight and media conditions included 1) DMEM, 10 % FBS, 1 % P/S, 50 µg/mL ascorbic acid and 10 mM β-glycerophosphate (Control; Without BMP-2 and dexamethasone media) and 2) DMEM, 10 % FBS, 1 % P/S, 50 µg/mL ascorbic acid, 10 mM β-glycerophosphate, 100 ng/mL BMP-2 and 100 nM dexamethasone (Treatment; With BMP-2 and dexamethasone media). Media were changed every 72 h and immunofluorescence staining was performed after 24 days.

For immunofluorescence staining, cells were fixed in 4 % paraformaldehyde, washed 3 times in PBS, permeabilized with 0.2 % Triton X-100 for 10 min and washed 3 times in PBS. Following this, antibody staining was performed. Cells were incubated in 10 % donkey serum for 20 min followed by incubation with 10 µg/mL rabbit anti-UHRF1 (Sc98704, Santa Cruz Biotechnology Inc., Dallas, TX) or 1 µg/mL mouse anti-S100A10 (Ab89438, Abcam Inc., Cambridge, MA) primary antibody overnight at 4 °C. The following day, cells were washed 3 times in wash buffer (5 min each), incubated in 15 µg/mL donkey anti-rabbit Alexa 647 (711-605-152, Jackson ImmunoResearch, West Gove, PA) or 15 µg/mL donkey anti-mouse Alexa 647 (715-605-150, Jackson ImmunoResearch, West Gove, PA) secondary antibody for 1 h at 25 °C and washed 5 times in wash buffer (5 min each). Fluorescence images were acquired using an inverted Zeiss AxioObserver Z1 microscope equipped with an X-Cite® Series 120Q metal halide lamp, appropriate filters and an AxioCam MRm camera. Where necessary, the average pixel intensity was determined using the image histogram tool in Adobe Photoshop as previously described (2, 3).

**Histological and immunofluorescence staining of antler tissue.** To examine antler tissue regeneration and ascertain *in vivo* physiological relevance of *in vitro* comparative RNA-seq results, deer antler tissue were harvested from an independent fallow deer herd at another local deer ranch (Walking Beam Ranch, Santa Paula, CA) in accordance with the guidelines established by Stanford University's Administrative Panel on Laboratory Animal Care and subjected to histological and immunofluorescence staining. These deer were approximately 2 – 3 years old and antler tissues were harvested during early stages of antler regeneration (4 – 7 inches in height) as described previously. Tissue samples were fixed in 10 % formalin and stored in 70 % ethanol. Tissue samples were subjected to histological processing via a graded ethanol dehydration series at 4 °C (70 % ethanol overnight, 85 % ethanol overnight, 95 % ethanol overnight and 100 % ethanol overnight) followed by xylene infiltration at 25 °C (50 % xylene in ethanol for 1 h, 50 % xylene in ethanol overnight, 100 % xylene for 1 h and 100 % xylene overnight) and then paraffin infiltration at 60 °C (50 % paraffin in xylene for 2 h, 100 % paraffin for 2 h, 3 washes of 100 % paraffin for 20 min each, 100 % paraffin overnight and 100 % paraffin for 20 min). Subsequently, tissue samples were embedded in paraffin blocks and sectioned at 4 – 8 µm intervals using a Leica rotary microtome (RM 2255, Leica Biosystems Inc., Buffalo Grove, IL). Prior to staining, tissue sections were deparaffinized (3 washes of 100 % xylene for 3 min each) and rehydrated (50 % ethanol in xylene for 3 min, 2 washes of 100 % ethanol for 3 min each, 2 washes of 95 % ethanol for 3 min each, 2 washes of 70 % ethanol for 3 min each and PBS for 3 min).

For histological staining, tissue sections were stained with Alcian Blue or Alizarin Red S. To stain for cartilage, tissue samples were incubated with 1 % Alcian Blue (in 1N HCl) for 30 min, washed three times with distilled water, counter-stained with Neutral Red for 10 min, washed three times with distilled water, dehydrated in ethanol and mounted. Brightfield images were acquired using an inverted Zeiss AxioObserver Z1 microscope equipped with an AxioCam ICC 1 color camera. To stain for mineralized bone, thick (1 – 3 mm) tissue samples were incubated with 2 % Alizarin Red S for 30 min and washed five times with distilled water. Thick tissue samples were imaged using a Nikon digital SLR camera.

For immunofluorescence staining, antigen retrieval was performed using antigen retrieval buffer solution (IHC World LLC, Woodstock, MD) at 80 – 90 °C for 30 – 60 min prior to antibody incubation. Following this, antibody staining was performed. Tissue sections were blocked in 10 % donkey serum for 1 h followed by incubation with 10 µg/mL rabbit anti-UHRF1 (Sc98704, Santa Cruz Biotechnology

Inc., Dallas, TX) or 1 µg/mL mouse anti-S100A10 (Ab89438, Abcam Inc., Cambridge, MA) primary antibody overnight at 4 °C. The following day, tissue sections were washed 3 times with wash buffer (5 min each), incubated with 15 µg/mL donkey anti-rabbit Alexa 647 (711-605-152, Jackson ImmunoResearch, West Gove, PA) or 15 µg/mL donkey anti-mouse Alexa 647 (715-605-150, Jackson ImmunoResearch, West Gove, PA) secondary antibody for 1 h at 25 °C and washed 5 times with wash buffer (5 min each). Fluorescence images were acquired using an inverted Zeiss AxioObserver Z1 microscope equipped with an X-Cite® Series 120Q metal halide lamp, appropriate filters and an AxioCam MRm camera.

**Statistical analysis.** Statistical analyses involving RNA-seq were performed by Cufflinks and R-Studio (5). Statistical significance for differentially-expressed genes was established at  $p \leq 0.05$  and  $q \leq 0.05$ . Statistical analyses not involving RNA-seq were performed using IBM SPSS Statistics for Windows 22 (IBM Corp., North Castle, NY, <http://www.ibm.com>). These experiments were performed with at least 3 replicates per condition. Sample sizes were estimated to detect a group mean difference of 50 %  $\pm$  1 to 2 standard deviations with a power ( $1 - \beta$ ) of 0.8 and  $\alpha = 0.05$  (<http://powerandsamplesize.com/Calculators/Compare-k-Means/1-Way-ANOVA-Pairwise>).

Quantitative data was presented as means  $\pm$  standard error of mean (mean  $\pm$  SEM) where appropriate. Relative fold changes for PCR data were log transformed in order to make the data distribution more symmetrical since gene expression data are often log normally distributed (8). To determine whether data were normally-distributed and whether there was equality of variances among groups,  $p$  values were computed via the Shapiro-Wilk test and the Levene test, respectively. For two mean comparisons,  $p$  values were computed via the  $t$ -test. If there was equal variance between groups,  $p$  values were calculated using pooled variance. Otherwise,  $p$  values were calculated using separate variance. For more than two mean comparisons,  $p$  values were computed via Analysis of Variance (ANOVA). If majority of data (two-thirds or more) were normally-distributed or there was equal variance among groups,  $p$  values were calculated using ANOVA followed by Tukey's Honest Significant Difference *post-hoc* multiple comparison test. This approach was based on the robustness of ANOVA under conditions of non-normality and heterogeneity of variance (9, 10). Otherwise,  $p$  values were calculated using Welch's ANOVA followed by Games-Howell *post-hoc* multiple comparison test. This approach enables improved control of Type I errors and greater power under conditions of non-normality and heterogeneity of variance (11). Statistical significance was established at  $p \leq 0.05$ .

## Supplementary Figures S1-S7

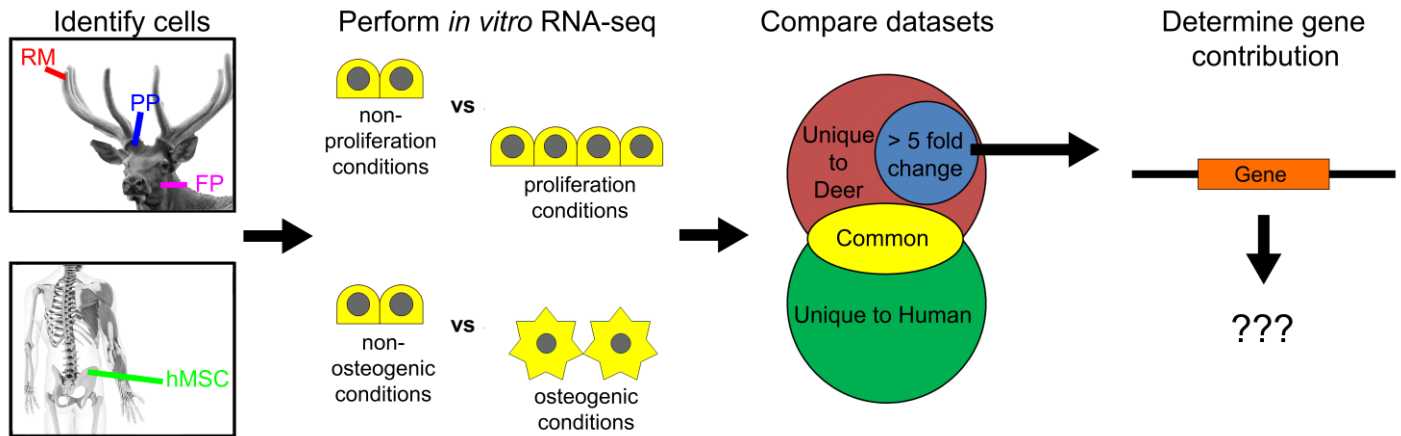

**Supplementary Figure S1. Overview of *in vitro* comparative RNA-seq.** The colored lines indicate sites where deer (FP, facial periosteum; PP, pedicle periosteum; RM, reserve mesenchyme) and human (hMSC, human mesenchymal stem cells) skeletal progenitor cells were harvested. Isolated cells were subjected to RNA-seq under proliferation and mineralization conditions independently and the resulting datasets were compared to identify genes that were highly-expressed (> 5-fold increase) and unique to deer. Subsequently, the physiological relevance and contribution of these genes to antler regeneration were determined.

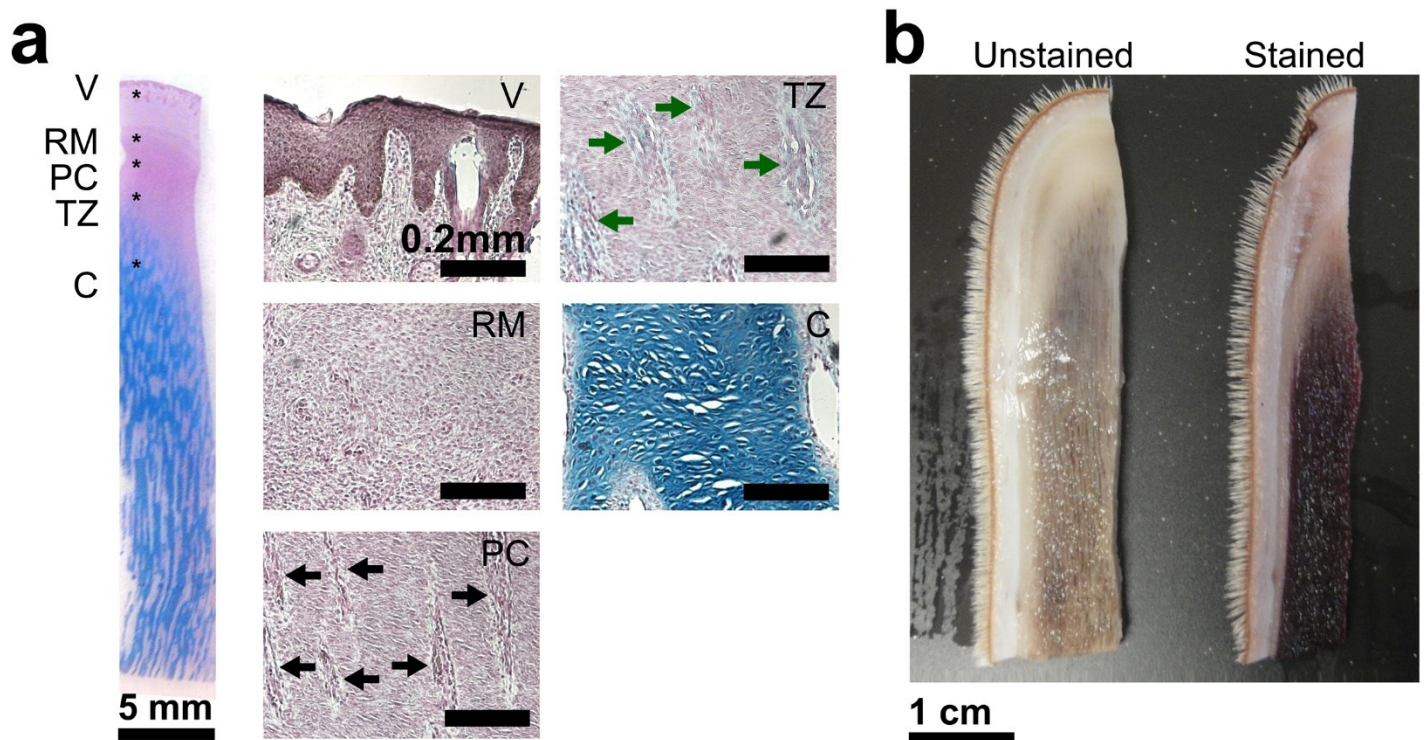

**Supplementary Figure S2. Histological staining of regenerating deer antlers.** (a) Alcian Blue staining of regenerating deer antler. The regenerating deer antler consists of velvet (V; skin), reserve mesenchyme (RM), pre-cartilage (PC), transitional zone (TZ) and cartilage (C) regions. PC, TZ and C regions indicate antler cells at different stages of endochondral ossification and are derived from RM tissue. Proximal and distal regions of deer antler stained positive and negative for Alcian Blue, respectively. Black arrows indicate discrete columns of pre-chondroblasts that stained negative for Alcian Blue. Green arrows indicate either discrete columns of chondroblasts or continuous columns of

cartilage cells that stained positive for Alcian Blue. Scale bars as indicated. **(b)** Alizarin Red S staining of regenerating deer antler. Proximal regions of deer antler stained positive for Alizarin Red S which are indicative of tissue calcification. Scale bars as indicated. Data were from n = 3 isolates.

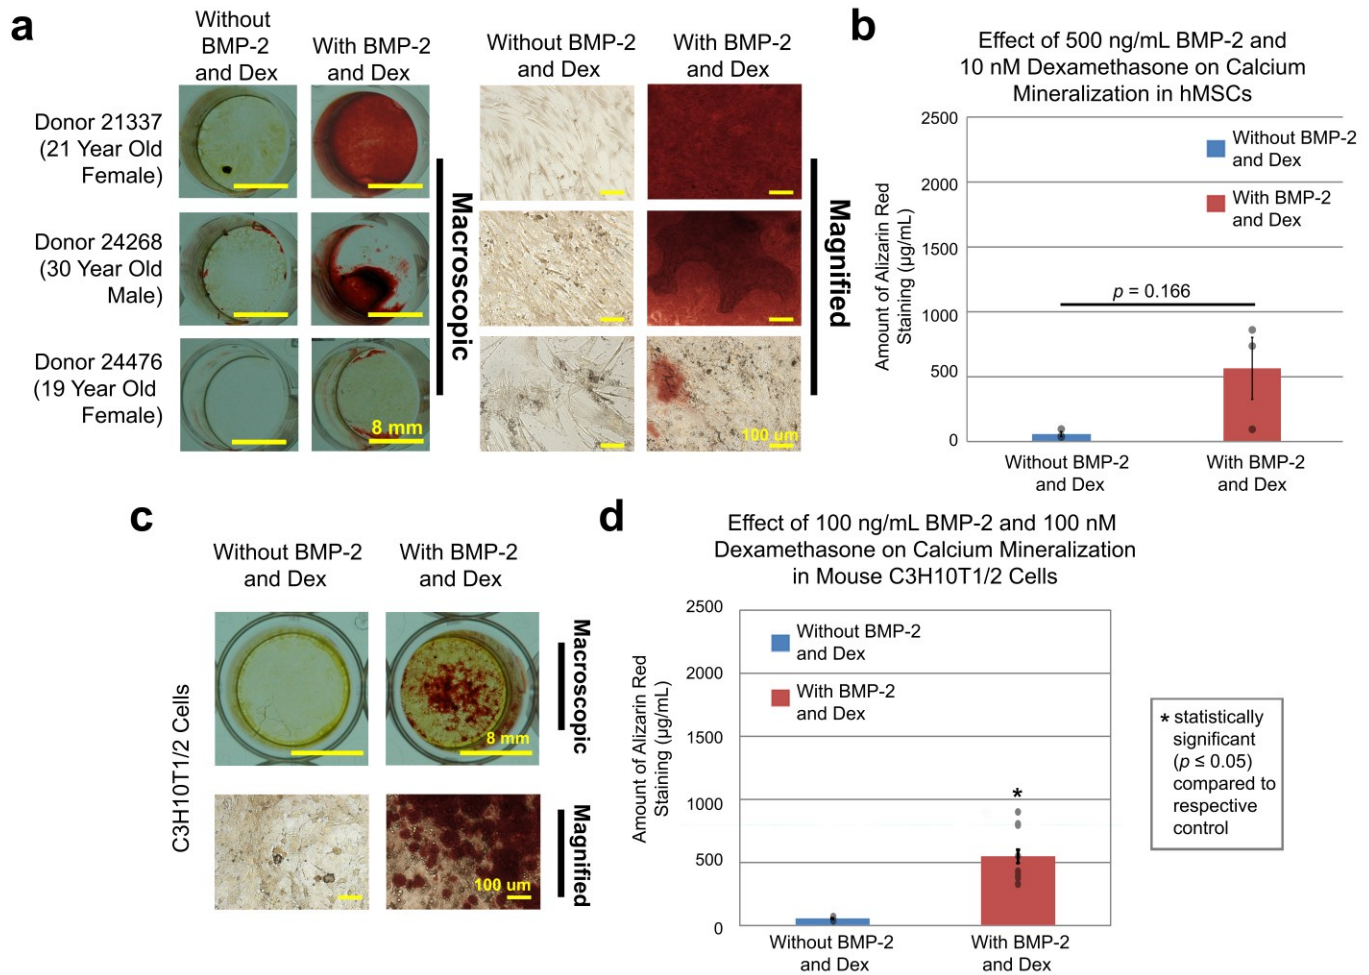

**Supplementary Figure S3. Alizarin Red S staining of hMSCs and C3H10T1/2 cell under various mineralization conditions.** **(a)** hMSC isolates 21337 and 24268 cultured with 500 ng/mL BMP-2 and 10 nM dexamethasone for 24 days exhibited increased Alizarin Red S staining relative to their respective control whereas hMSC isolate 24476 did not. **(b)** Quantification of Alizarin Red S staining in hMSCs. **(c)** C3H10T1/2 cells cultured with 100 ng/mL BMP-2 and 100 nM dexamethasone for 24 days exhibited increased Alizarin Red S staining relative to their respective control. **(d)** Quantification of Alizarin Red S staining in C3H10T1/2 cells. Scale bars as indicated. Data were from n = 3 isolates (3 independent experiments with 9 replicates per isolate) for hMSC studies and n = 2 independent experiments with 14 replicates per group for C3H10T1/2 cell studies. Grey circles indicate observed data points. Error bars indicate SEM. Statistical significance as indicated.

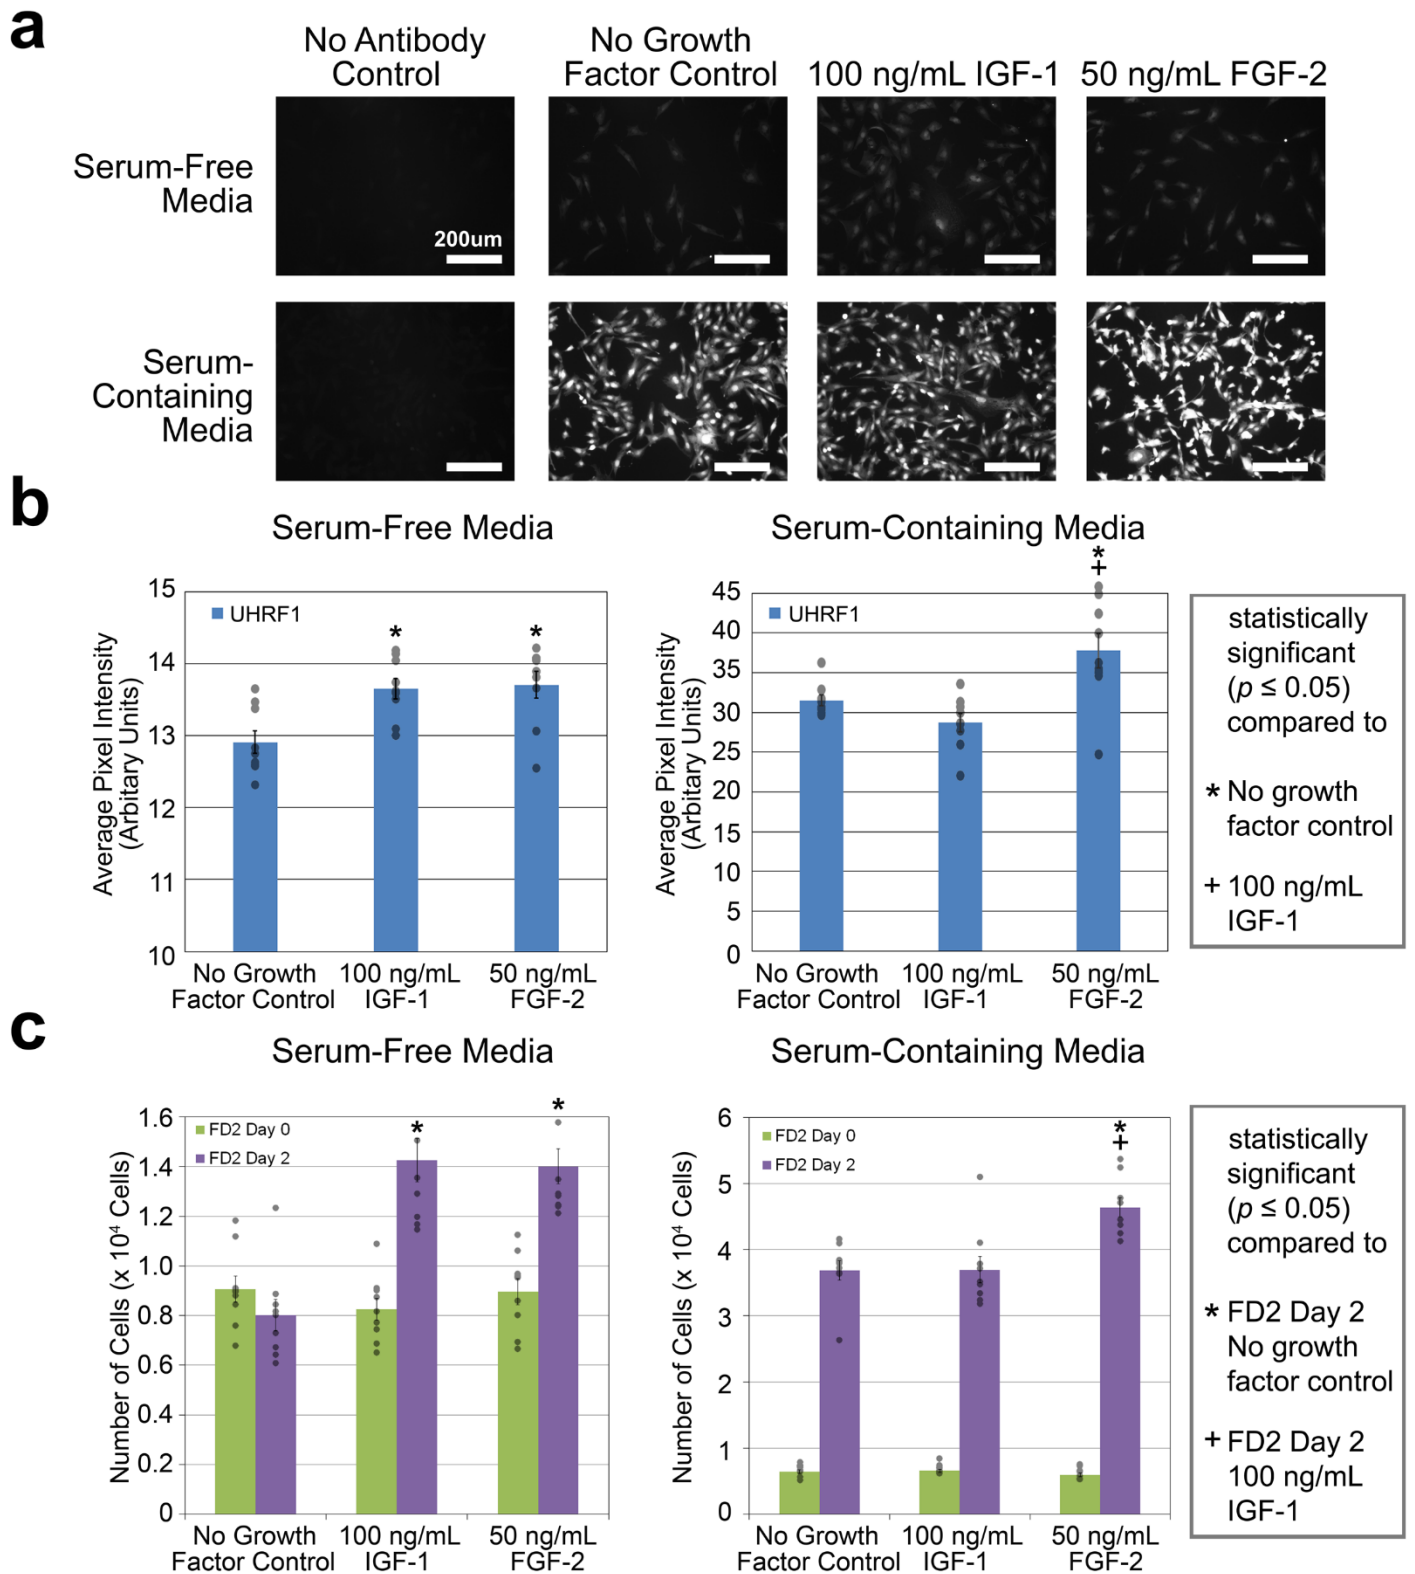

**Supplementary Figure S4. IGF-1 and FGF-2 increased RM cell (Fallow Deer Isolate 2) proliferation and UHRF1 expression.** (a) UHRF1 immunofluorescence staining in RM cells (Fallow Deer Isolate 2) cultured for 2 days under serum-free (0 % serum) and serum-containing (10 % serum) conditions in the absence or presence of 100 ng/mL IGF-1 and 50 ng/mL FGF-2. (b) Semi-quantification of UHRF1 expression in RM cells (Fallow Deer Isolate 2) cultured for 2 days under serum-free (0 % serum) and serum-containing (10 % serum) conditions in the absence or presence of 100 ng/mL IGF-1 and 50 ng/mL FGF-2. Under serum-free conditions, UHRF1 expression was

increased in RM cells in the presence of 100 ng/mL IGF-1 or 50 ng/mL FGF-2. Under serum conditions, UHRF1 expression was increased in RM cells in the presence of 50 ng/mL FGF-2. **(c).** Cell proliferation of RM cells (Fallow Deer Isolate 2) cultured for 2 days under serum-free (0 % serum) and serum-containing (10 % serum) conditions in the absence or presence of 100 ng/mL IGF-1 and 50 ng/mL FGF-2. Under serum-free conditions, RM cells exhibited increased proliferation in the presence of 100 ng/mL IGF-1 or 50 ng/mL FGF-2. Under serum conditions, RM cells exhibited increased proliferation in the presence of 50 ng/mL FGF-2. Scale bars as indicated. Data were from  $n = 3$  independent experiments with 9 replicates per group. Grey circles indicate observed data points. Error bars indicate SEM. Statistical significance as indicated.

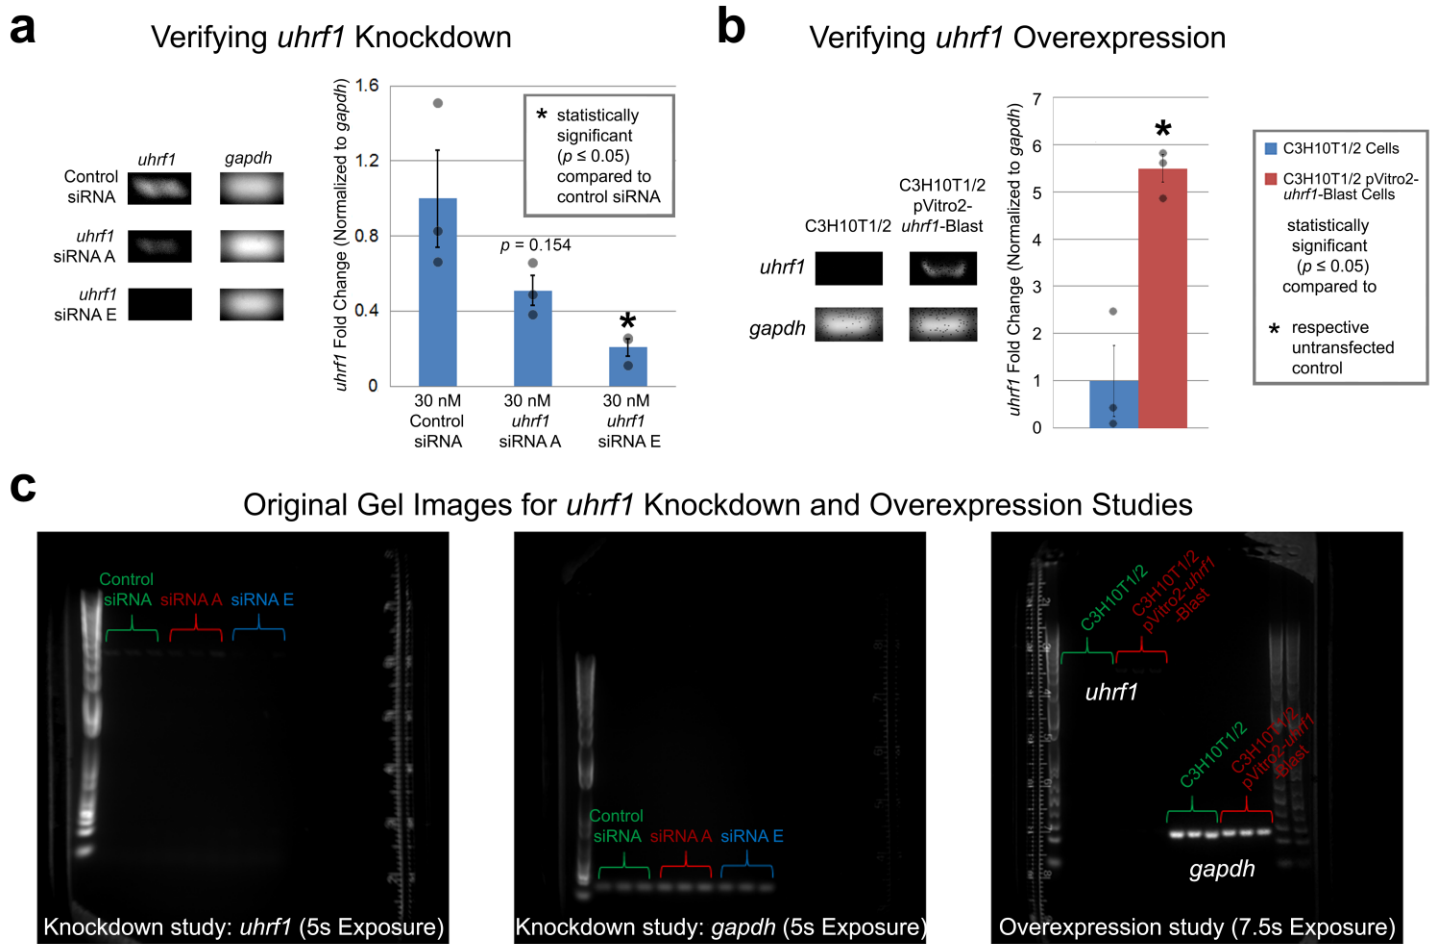

**Supplementary Figure S5. siRNA-mediated gene knockdown of *uhrf1* in RM cells and overexpression of *uhrf1* in C3H10T1/2 cells.** **(a)** RM cells cultured with 30 nM *uhrf1* siRNAs for 3 days exhibited decreased *uhrf1* expression relative to mock-transfected control. **(b)** C3H10T1/2 cells stably-transfected with *uhrf1* exhibited increased *uhrf1* gene expression relative to untransfected control. **(c)** Original images of DNA electrophoresis gels for *uhrf1* gene knockdown and *uhrf1* gene overexpression studies. Exposure time for capturing gel images are indicated in seconds. Data were from 1 independent experiment with 3 replicates per group. Grey circles indicate observed data points. Error bars indicate SEM. Statistical significance as indicated.

## Examples of Contact Inhibition

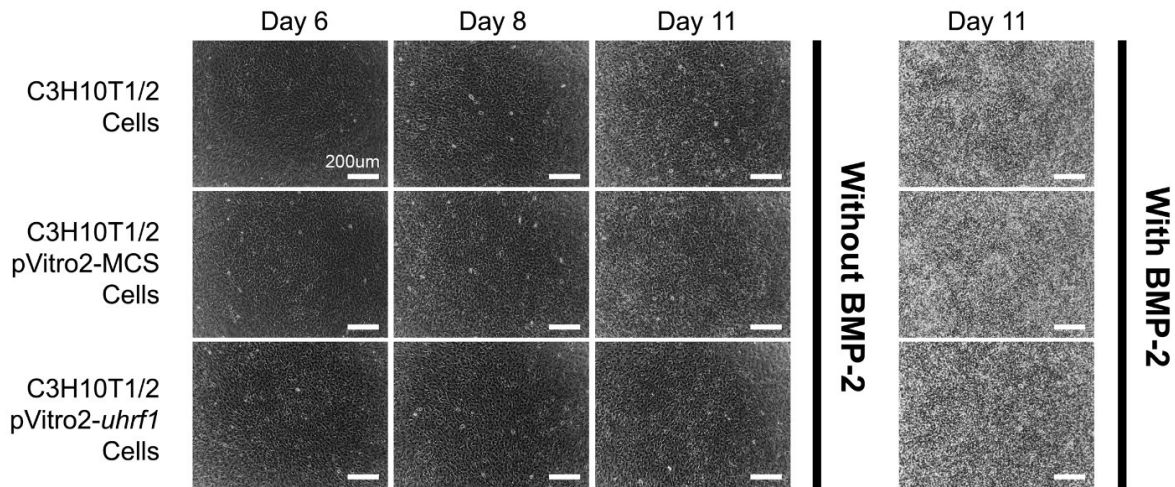

How the deposited data were processed for this re-analysis (not part of the article)

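RNA-seq was used to measure gene expression in RM cells, the reserve mesenchyme cells of regenerating fallow deer antler, and in hMSCs. Cells were kept in 0% or 10% serum for 2.5 days, or for 24 days in control media or in osteogenic media, to which BMP-2 (100 ng/mL) and dexamethasone (100 nM) were added, with 2 replicates in each condition and 16 libraries in all. Each of the cells came from a single isolate, so replicate error covers the culture and the library and not differences between animals or donors.

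The authors removed adaptors, aligned RM cell reads to the bovine genome (bosTau7) and hMSC reads to the human genome (hg19) with STAR, removed soft-clipped regions, and assembled and tested genes with the Cufflinks package. The FPKM values the authors deposited are fragments scaled to transcript length and to the mapped fragments of a library, normalized between libraries and pooled over the replicates of a condition. The test statistic is a score the authors deposited beside each gene row, with the p-value and the q-value over the tested rows of that table. Deer reads aligned to a bovine genome can be lost or misplaced where the species differ, and joined or split gene rows can share reads in either cell.

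The 4 tables hold 137144 rows. Rows with several comma-joined symbols numbered 384 to 714 for each table. Between 29 and 49 gene fields in each table had been turned into dates by a spreadsheet, and these were left out of comparisons by symbol. The deposited log2 fold change differed by more than 0.001 from the one computed from the FPKM values in 439 rows, 19 of them called, with no change of sign among called rows. The cause is not known, and log2 fold changes were computed from FPKM throughout. The q-values were recomputed from the p-values by the Benjamini-Hochberg method, with a largest gap of 5.3e-07. Rows with an FPKM of 0 have no finite log2 fold change, so these rows have no standard error.

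Reads for each library were taken from the supplement and lie between 62601720 and 99716096. Control and treated libraries of a comparison had lane shares that add up to nearly a lane, so the 2 cells may have been sequenced in separate lanes, and lane, genome and species cannot be separated in a comparison of cells. FPKM values without counts give no counting error for single genes.

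Differentially expressed genes were called at p and q of at most 0.05. Shares of calls have Wilson 95% confidence intervals, and shares and overlaps were compared by Fisher's exact test, two-sided. Candidate genes were annotated rows called higher in RM cells by more than 5-fold whose gene field was not called in hMSCs. The standard error of a log2 fold change was its size over the test statistic, multiplied by a factor, the median ratio of the statistic to the normal deviate of the authors' p-value (0.723 to 0.775 in the 4 tables, fitted on rows with p from 0.0001 to 0.05). Where the ratio of a row is above the factor, the standard error is smaller than the authors' p-value gives. The ratio was above 1 in 14.7% to 17.9% of these rows, and its percentile 97.5 lay between 1.44 and 1.55. As an alternative chosen after seeing the data, the standard error was taken from the p-value of each gene. The p-values of the authors' test go no lower than 5e-05, so for rows at that floor this standard error is an upper limit. Differences between cells were tested as a normal deviate and adjusted by Benjamini-Hochberg over the candidates. This rests on the variance that the authors' software estimated from 2 replicates. The 14 gene sets were written from general knowledge to approximate terms in Fig. 3 and Fig. 4, except for the BMP target, osteoblast marker and glucocorticoid response lists, and were tested by Fisher's exact test over the symbols tested in a table. Their median was also set against 10000 random lists drawn from 20 FPKM bins. The genes named are those the paper names for these data, a small number of osteogenic and cell cycle genes, and the 5 candidates of each list with the highest finite fold and at least 1 FPKM in the treated cells. Where a symbol had several rows, the row with the highest mean FPKM was named. *Khdrbs3* and *fam210b* were named after their values were seen. Parts of the RM cell tables that the supplement shows, with rows of *uhrf1*, *cdk1* and *aurka*, had been seen when the tests were chosen.

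The steps were tested on simulated data with 8000 genes in each of the cells. All 200 genes planted as changed in RM cells alone were recovered as candidates. The planted change lay well above the 5-fold limit, so this checks the steps and does not measure how many weaker candidates are found. With ratios drawn from those of the proliferation tables, 6.25% of 7700 unchanged genes had a difference at p under 0.05, and 4.78% with the standard error from the p-value of each gene. The alternatives tried were a q of at most 0.01, a minimum FPKM of 1, a minimum fold of 2, pseudocounts of 0.1 and 1, splitting of comma-joined symbols, single-symbol rows, distinct gene fields or loci, and other readings of the subtraction. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used. The correlation between replicates, the Ingenuity analysis, the staining, PCR, knockdown and overexpression experiments were not analysed here. *Runx2* in RM cells was not analysed here. A correlation of fold changes across cells is not reported here.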

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

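The genes below were noted because their response differed between RM cells and hMSCs by a test of the difference. The simulation of how selection affects that test, the standard errors from the p-value of each gene and the adjustment over every symbol were chosen after the results were seen.

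*S100a10* rose in osteogenic media by 2.38 more, on the log2 scale, in RM cells than in hMSCs. Among the other named mineralization candidates the difference was 16.65 for *mmp1*, 4.84 for *cyp1b1* and 3.90 for *sncaip*. *Mmp1* is the one of these that moved in opposite directions. It rose by 8.01 in RM cells and fell by 8.64 (standard error 1.48) in hMSCs, from 430 to 1.08 FPKM in the authors' deposited table, with q = 0.067 there. Among proliferation candidates the difference was 4.37 for *pde4b* and 3.29 for *fundc1*. With standard errors from the p-value of each gene, the difference of *mmp1* had a standard error of 3.68 and that of *s100a10* 0.95. The 6 genes named here passed as well. In RM cells *mmp1*, *cyp1b1*, *sncaip* and *pde4b* lay at the lowest p of the authors' test, 5e-05. Their standard errors of this kind in RM cells are upper limits set by that floor. When adjusted with every other symbol with finite values in both cells, *s100a10* did not pass and the other 5 did. The RM cell table splits *fundc1* over 3 rows, and the row with the lowest FPKM did not rise (-0.47).

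Picking genes that were called in RM cells and not in hMSCs favours large differences by itself. In 200 simulated data sets in which each symbol responded equally in both cells, a median of 26.7% of proliferation candidates and 22.0% of mineralization candidates passed an adjusted p of 0.05 for the difference, with upper limits of 50.1% and 43.5% at percentile 97.5. The observed shares were 77.3% and 89.1%. With standard errors from the p-value of each gene, the upper limits were 29.2% and 38.5% and the observed shares 68.2% and 83.6%. Both argue against selection as the whole cause. A gene by itself is not covered by this argument, since some candidates pass by selection alone.

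A difference in how the 2 genomes were annotated, the alignment of deer reads to the bovine genome, the lane and the isolate all follow the cell, and no value here separates them from a difference between species. Fold changes are taken within a table, which removes a constant effect of gene length or mapping but not an effect of reads from overlapping genes. A biological difference between antler cells and hMSCs was not tested apart from these.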

How the results depend on the processing

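The alternatives were chosen before the data were examined, except for the 5 kinds named as later below. Of 83 values of the main results under alternatives, 72 were taken as the same and 11 moved. A count was taken as the same if it changed by no more than 1.5 times. By that rule a fall from 1719 to 1186 calls in RM cell proliferation was the same. Other values were taken as the same if they stayed within their spread. None reversed, which a count could not do by this rule. The cause was not tested unless the setting itself gives it.

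A minimum fold of 2 on the log2(FPKM + 1) scale, which removes calls by construction, left 1143 calls in RM cell proliferation, 452 in hMSC proliferation and 864 in hMSC mineralization. A q of at most 0.01 left 1166 calls in hMSC proliferation, an unannotated share of 6.26% there, and 30 genes higher in both cells in mineralization, against 56. With rows under 1 FPKM left out, the unannotated share in hMSC mineralization was 5.91%. The difference in unannotated share between the cells kept its direction with the stricter q, with the minimum FPKM and with distinct loci; it was not computed with the minimum fold.

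The number of proliferation candidates fell to 23 when only candidates whose whole gene field was tested in hMSCs were counted, without splitting comma-joined fields (28 were tested there when these were split), and mineralization candidates fell to 53 with the fold taken from FPKM + 1. All 23 and all 53 were among the main candidates by construction, since both settings can only remove candidates. *Uhrf1* was a candidate in 6 of the 10 alternative lists set beforehand and left the list in 4: a q of at most 0.01, the fold from FPKM + 1, p above 0.05 in hMSCs, and a fold under 2 in hMSCs. *S100a10* was a candidate in 10 of 10. With 1 added to each FPKM, the log2 fold change of *uhrf1* went from 3.30 to 1.51 in RM cells and from 3.11 to 1.51 in hMSCs, because its FPKM lies near 1. That of *s100a10* stayed between 2.86 and 2.89 in RM cells and between 0.50 and 0.51 in hMSCs.

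Differences between cells for candidates stayed at 55 to 66 under the settings fixed beforehand, were 52 when the same rows were adjusted with every other symbol, and were 61 with the standard error from the p-value of each gene. They were 51 when adjusted over every symbol with the row of highest FPKM for each, which takes another row for 6 of the candidates. The last 3 settings were chosen after seeing the data. *S100a10* passed in all of these except both adjustments over every symbol. Direction from the deposited log2 column and distinct gene fields for genes higher in hMSCs, also chosen after seeing the data, changed no count by more than 1.5 times. Among single genes and gene sets, 25 other values changed: 21 moved, 3 were weaker and 1 was stronger. With a q of at most 0.01, the MCM complex in hMSCs passed Fisher's exact test (adjusted p = 0.0311), and the chaperonin-containing T-complex in hMSCs (0.0502) and face and body morphogenesis in RM cells (0.089) no longer did. The last also failed with single-symbol rows (0.162).

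No paired analysis was possible because the tables hold a pooled value for each condition and no replicate values. For the same reason the fits that leave out each replicate in turn and the replicate block were not run. The depth of 62601720 reads or more for each library limits mainly the low genes. In hMSC mineralization 137 calls were under 1 FPKM in both conditions, in hMSC proliferation 86, in RM cell proliferation 46 and in RM cell mineralization 4.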

Differences from the paper's values

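Genes higher in hMSCs and not in RM cells numbered 660 in proliferation, against the paper's about 350 in Fig. 3a, read by eye, and 518 in mineralization, against the paper's about 180 in Fig. 4a, read by eye. No alternative for this count was set before the data were examined. Counting distinct gene fields, chosen after seeing the values, gave 655 and 506 and did not close the gap.

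The candidate counts were 39 and 89 against the paper's 40 and 91. With candidates taken as genes not called higher in hMSCs, an alternative set before the data were examined, the counts were 40 and 91. The paper's methods describe genes not differentially expressed in hMSCs, which is the rule behind 39 and 89.

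The paper names *aurka* among proliferation genes expressed in both datasets. The *aurka* row with the highest FPKM fell in RM cells in 10% serum, with a log2 fold change of -2.45. The paper names *ext1* and *stc1* among osteogenic genes in both datasets, and both were lower in osteogenic media in each cell, with log2 fold changes of -0.75 and -1.42 in RM cells and -1.37 and -4.78 in hMSCs. The paper describes *uhrf1* as uniquely expressed in RM cells, which its supplement defines as not differentially expressed in hMSCs. *Uhrf1* meets that definition here, since it was not called in hMSCs (q = 0.167 in the authors' test). The size of the response did not set the cells apart. The log2 fold change of *uhrf1* was 3.30 in RM cells and 3.11 in hMSCs, and the difference of 0.19 had a standard error of 1.05.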

Other observations

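The tests on *aurka*, on selection, on each cell and each set apart for the cell cycle genes, and the adjustment with every other symbol and the standard errors from the p-value of each gene were chosen after the result was seen, and the other tests before.

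*Uhrf1* rose to nearly the same extent in both cells, and whether candidates in general shared a response with hMSCs was tested. The median hMSC fold change of the proliferation candidates lay at percentile 99.9 of random lists matched on FPKM, and that of the mineralization candidates at percentile 100, so as groups they rose in hMSCs as well, by a median of 0.25 and 0.27 on the log2(FPKM + 1) scale. These rises are small beside those in RM cells, and 77.3% of the 22 proliferation candidates and 89.1% of the 55 mineralization candidates tested for a difference between the cells passed, or 68.2% and 83.6% with standard errors from the p-value of each gene. Adjusted with every other symbol, 14 of the 22 and 38 of the 55 passed. A shared response that missed the hMSC threshold may therefore account for some candidates, *uhrf1* among them, and an equal response is argued against as the cause for all of those tested. For the rest of the 39 and 89 rows it stays open. Gene fields with no partner in the human table were 5.13% of proliferation and 2.44% of mineralization candidates, too few to account for the lists. Candidates found in the hMSC table and not tested there were 24.3% and 23.8%. For those, a difference between the cells cannot be told apart from low expression in hMSCs, since no test was made there. Rows under 1 FPKM in treated RM cells were 0 of 39 proliferation candidates and 0 of 418 other genes called higher (Fisher's exact test, p = 1.0), and 3 of 89 mineralization candidates against 0 of 304 (p = 0.011 by the same exact test). Candidates were picked for a high fold, which low rows need to be called, so neither comparison decides about the floor of the FPKM scale. With 1 added to each FPKM, 29 of the 39 and 53 of the 89 candidates kept a fold above 5, so the floor does not account for those. For the others it stays open.

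The larger unannotated share in RM cells was compared with the positions of annotated genes. Of the unannotated calls in RM cells, 8.05% in proliferation and 8.25% in mineralization lay within 10 kb of an annotated row called in the same direction. In hMSCs the shares were 13.2% and 10.5%. Pieces of neighbouring genes called in the same direction are therefore not the main source. Pieces of genes whose annotated row was not called were not counted, so they stay open. No share expected by chance was computed. Missing bovine annotation was not tested.

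The fall of *aurka* in RM cells stands against the spindle checkpoint and kinetochore genes, whose median rose by 1.47 on the log2(FPKM + 1) scale, so a fall of mitotic genes as a group is excluded. *Fam210b* shares the interval and was called lower (-1.74), and the second *aurka* row rose. Reads of a neighbouring gene counted in the *aurka* row are a candidate explanation, found on the same data and not settled by it.

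Cell cycle genes were examined in osteogenic media. In RM cells the spindle checkpoint and kinetochore genes lay at percentile 61.65 of random lists and the MCM complex at 50.78. Their members went both ways, 15 higher and 13 lower among the spindle genes and 2 and 2 in the MCM complex, so these medians decide nothing and a fall cannot be told apart from no change there. In hMSCs 36 of 44 spindle genes were lower and 8 higher, 6 were called lower and 0 higher, and their median of -0.45 on the log2(FPKM + 1) scale lay at percentile 0, so the spindle genes as a group were lower in these libraries. The MCM complex lay at percentile 5.94, with 5 of 6 genes lower, and a fall there cannot be told apart from chance. Whether the cells differ was not tested.

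Directions in the 2 cells were compared. Among symbols called in both, 18 were higher in RM cells and lower in hMSCs in osteogenic media, and 28 the reverse, against 10 and 14 under serum. In the RM cell mineralization table the row named *khdrbs3* fell from 43.0% to 29.6% of summed FPKM, and the median log2 fold change of tested rows was -0.01. *Tsc22d3* fell by 2.83 in 10% serum in RM cells and by 0.59 in hMSCs, where it was not called. No explanation of these values was tested.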
